# Argonaute 2 is a key regulator of maternal mRNA degradation in mouse early embryos

**DOI:** 10.1038/s41420-020-00368-x

**Published:** 2020-11-27

**Authors:** Jia-Ming Zhang, Wei-Bo Hou, Jia-Wei Du, Ming Zong, Kai-Lun Zheng, Wei-Jia Wang, Jia-Qiang Wang, Heng Zhang, Yan-Shuang Mu, Zhi Yin, Chun-Ming Ding, Qing-Yuan Sun, Zhong-Hua Liu, Qing-Ran Kong

**Keywords:** Cell lineage, Gene regulation

## Abstract

In mammalian early embryos, the transition from maternal to embryonic control of gene expression requires timely degradation of a subset of maternal mRNAs (MRD). Recently, zygotic genome activation (ZGA)-dependent MRD has been characterized in mouse 2-cell embryo. However, in early embryos, the dynamics of MRD is still poorly understood, and the maternal factor-mediated MRD before and along with ZGA has not been investigated. Argonaute 2 (*Ago2*) is highly expressed in mouse oocyte and early embryos. In this study, we showed that *Ago2*-dependent degradation involving RNA interference (RNAi) and RNA activation (RNAa) pathways contributes to the decay of over half of the maternal mRNAs in mouse early embryos. We demonstrated that AGO2 guided by endogenous small interfering RNAs (endosiRNAs), generated from double-stranded RNAs (dsRNAs) formed by maternal mRNAs with their complementary long noncoding RNAs (CMR-lncRNAs), could target maternal mRNAs and cooperate with P-bodies to promote MRD. In addition, we also showed that AGO2 may interact with small activating RNAs (saRNAs) to activate *Yap1* and *Tead4*, triggering ZGA-dependent MRD. Thus, *Ago2*-dependent degradation is required for timely elimination of subgroups of maternal mRNAs and facilitates the transition between developmental states.

## Introduction

Growing oocytes possess high transcriptional activity and accumulate large amounts of maternal mRNAs and proteins, which control the initial stages of development^1,2^. During maternal-to-zygotic transition (MZT), the majority of maternal mRNAs are eliminated, and the zygotic genome becomes transcriptionally active^3,4^. MRD is required to remove repressive factors and enable ZGA^5–7^.

MRD occurs during oogenesis, beyond fertilization, and is accomplished along ZGA. It acts during two sequential processes from oocyte to early embryo^8^. In oocyte, the maternally encoded products are exclusively used to activate the degradation pathway. For example, the RNA-binding proteins, SMAUG and BTG4, can recognize some specific maternal mRNAs and trigger MRD^9–14^. In *Drosophila*, *Zebrafish*, and *Xenopus* early embryos, small RNA, especially microRNA, has been reported to promote the degradation of their target mRNAs^15^. Recently, in mouse embryos, the ZGA-dependent maternal mRNA clearance has been characterized at 2-cell stage, and YAP1- and TEAD4-mediated zygotic transcription is crucial for the pathway^16^. However, a group of maternal mRNAs are observed to degrade rapidly in mouse 1-cell embryo. Thus, the dynamics of MRD in early embryos is still poorly understood. Before ZGA, embryogenesis is supported by maternal factors, which participate in the removal of maternal detritus and the robust activation of the embryonic genome^17–19^, suggesting the existence and functional importance of the maternal factor-mediated MRD before and along with ZGA in early embryos, but it has not been investigated.

Since the discovery of the first Argonaute gene in *Arabidopsis*, the members of this family have rapidly emerged as key components of the gene regulatory pathway at the transcriptional and post-transcriptional levels^20–22^. In mice, four AGO proteins (AGO1-4), which share structural similarities and have overlapping functions in RNAi, exist, but only AGO2 is highly expressed in oocytes and early embryos and possesses endonuclease catalytic activity^20,23^. In addition, recent reports have demonstrated that AGO2 could cooperate with saRNA to activate gene expression at the transcriptional level, implying its potency to detonate ZGA^24–27^. Moreover, *Ago2* mutant oocytes fail to progress through the first cell division event, and zygotic *Ago2* deletion leads to embryonic developmental arrest after post-implantation, while *Ago1*, *Ago3* and *Ago4* deletions are viable^23,28–31^. The features of *Ago2* indicate its potential role in early embryos. To this end, we knocked down *Ago2* (*Ago2* kd) by injection of small interfering RNA (siRNA) targeting *Ago2* and AGO2 antibodies into mouse zygotes, and demonstrated that deletion of *Ago2* impairs normal early embryonic development, accompanied by abnormal MRD and ZGA.

## Materials and methods

### Mouse experiments

All experiments were performed in accordance with the ARRIVE (Animal Research: Reporting of In Vivo Experiments) guidelines and regulations. Animal experiments were performed with 7-week-old ICR mice. Animals were maintained under a 12 h light/dark cycle and provided with food and water ad libitum in individually ventilated units.

### Embryo collection

Embryos were collected from 7-week-old F1 superovulated female mice treated with 6.5 IU of pregnant mares’ serum gonadotropin (PMSG) and, 47 h later, with 5 IU of human chorionic gonadotropin (hCG) and crossed with F1 males. Embryos were isolated in M2 medium (Sigma) and cultured in KSOM medium at 37 °C in 5% CO_2_ and fixed at the following times post-hCG injection: 20 h for the zygote, 40 h for the middle 2-cell embryo, 55 h for the early 4-cell embryo, 64 h for the 4-cell embryo, 70 h for the 8-cell embryo, 88 h for the morula and 99 h for the blastocyst. Additionally, oocytes were collected from 7-week-old ICR superovulated females at 16 h post-hCG.

### Microinjection

All small interfering RNAs (siRNAs) were purchased from GenePharma. *Ago2*-siRNAs was designed to specifically target *Ago2* and on the basis of 30%-52% GC content and avoiding of internal repeats (5′–3′). *Ago2*-siRNA1: GCAAAGAUCGCAUCUUUAATT; *Ago2*-siRNA2: GCCAGUGAUCGAGUUUGUUTT; *Ago2*-siRNA3: GCAGAAACACACCUACCUUTT; the scrambled siRNA used as negative control. All siRNAs were modified with 2′Fluoro rU/C to increase their annealing temperature. The prediction of off-target effects was described in result. To perform microinjection, zygote-stage embryos were placed in 150 µg/mL hyaluronidase (Sigma) to digest the outer granule cells. SiRNAs was centrifuged at 12,000 rpm for 10 minutes at 4 °C and placed at 4 °C for use. Then, siRNA microinjection was carried out with an Eppendorf FemtoJet microinjector and Narishige NT-88NE micromanipulators. For injection, a glass capillary Femtotip II (Eppendorf) was loaded with 2 μL of 10 µM siRNA by a microloader (Eppendorf), and the solution was injected into the cytoplasm in a 100 μL drop of M2 medium (Sigma) plus 5 μg/mL cytochalasin B (Sigma). The injection volume was approximately 2–5 pL. The injection conditions consisted of 250 hPa injection pressure, 60 hPa compensation pressure and 0.7 s injection time. Immediately after microinjection, embryos were cultured in KSOM medium at 37 °C in 5% CO_2_.

### Antibody purification

The anti-AGO2 antibody used was rabbit anti-AGO2 (Abcam, ab32381), and purchased in azide-free format and concentrated using Amicon Ultra-0.5 100 kDa centrifugal filter devices (Millipore) to remove traces of azide and replace the buffer with PBS. Prior to microinjection, antibodies were diluted in 1× PBS containing *Ago2*-siRNA (100 µM) to the following concentrations: anti-AGO2 (0.5 mg/ml) and *Ago2*-siRNA (10 µM). Prior to microinjection, antibodies-siRNA mixture was incubated on ice for 30 min. And, microinjection was performed using a micromanipulator and Eppendorf Femtojet system mounted on the OLYPUS microscope. Once the glass needle was transiently inserted into the cytoplasm, the needle was quickly withdrawn when slight swelling in cytoplasm appears, indicating the successful injection.

### Overexpression and inhibition of endosiRNA

The endosiRNAs associated with maternal mRNAs of *Zfp277*, *Brip1* and *Spin1* were verified. The sequences of the endosiRNAs are as follows (5′–3′): Zsi-1: (ACATGGTGGAGCATGTGTCCT); Zsi-2: (ACCGCCAGACTGATTTCCA); Zsi-3: (ACCAACAATGGAGGAGTGT); Zsi-4: (ACCTGAATTTTTGATCTTA); Zsi-5: (ACATTTTTTCAGGTGCTTCTC); Bsi-1: (ACAGCAATGTGGAAATGTAAGC); Bsi-2: (ACATCCCTCCATGACCTCTG); Bsi-3: (ACATCCCTCCATGACCTCTGA); Bsi-4: (ACAGTCCTGACTTCCTTTGGTGAT); Ssi-1: (ACATGTGGTTGCTGGGATTTG); Ssi-2: (ACCTATGAGAAAGACCCTGTCT); Ssi-3: (ACATCACCTATGAGAAAGACC); Ssi-4: (ACCCCTTCATGCCTTCAAA); Ssi-5: (ACCCCTTCATGCCTTCAAAA). The mimics used are small, chemically modified dsRNAs, and the sequences of one of the strands are the same with the endosiRNAs and enable upregulation of its activity. The inhibitors are small, chemically modified single-stranded RNA molecules with complementary sequences of endosiRNAs designed to specifically bind to and inhibit endosiRNA molecules and enable downregulation of endosiRNA activity.

### Immunofluorescence staining

After removal of the zona pellucida with acidic operating fluid, mouse embryos were fixed in 4% PFA for 40 minutes at room temperature (RT), followed by permeabilization in 1% Triton X-100 for 20 minutes at RT. Embryos were then blocked in blocking solution (1% BSA in PBS) for 1 h at RT after 3 washes for 5 minutes each in washing solution (0.1% Tween-20, 0.01% Triton X-100 in PBS). Incubations were performed overnight at 4 °C or for 1 h at 37 °C using the following antibodies and dilutions in blocking solution: AGO2 (1:200) and DCP1A (1:100). The next day, the embryos were washed 3 times in washing solution and incubated with secondary antibodies (goat anti-mouse IgG Alexa Fluor 647 conjugated, 1:200, Invitrogen, A32728; and donkey anti-rabbit IgG Alexa Fluor 546 conjugated, 1:500, Invitrogen, A10040) for 1 h at RT. After 5 minutes of staining with Hoechst, the embryos were washed 4 times in washing solution. Imaging of embryos in microdroplets was performed using an inverted confocal microscope. We jointly used ImageJ software and PS CC to count protein particles.

### RNA-FISH

After removal of the zona pellucida with acidic operating fluid, mouse embryos were washed twice in PBS. Then, embryos were fixed in 4% paraformaldehyde (PFA) for 40 minutes followed by 2 washes in PBS. Embryos were gradient dehydrated in ethanol and washed 2 times in PBT (1% Tween-20, in PBS). After permeabilization in permeabilizing solution (0.5% Triton X-100 in PBS), embryos were aspirated repeatedly in proteinase K (5 µg/mL) for one minute and were washed 3 times in PBT. Embryos were then hybridized in hybridization solution (50% formamide (Sigma, F9037), 2× SSC, 10% dextran sulfate (Sigma, 30915), 10 mM VRC (Sigma, 94742), 2 mg/mL BSA) containing 20 ug of DIG-labeled *lnc521* probes at 37 °C overnight (14-15 h). Embryos were washed four times in washing solution after 2 washes for 5 min each in hybridization washing solution (50% formamide, 2 × SSC) at 60 °C. We blocked the embryos in blocking solution (10% sheep serum, 0.05% BSA, in 1× PBS) for 1 h at RT followed by incubation in secondary antibody solution (Abcam, ab119349). After 4 washes for 5 min each in PBT, the embryos were stained with Hoechst for 5 min. Then, the embryos were mounted on glass slides after three washes.

### RNA extraction, reverse transcription and q-PCR analysis

Total RNA was extracted using the PureLink RNA Mini Kit (Ambion) according to the manufacturer’s instructions, and reverse transcription was performed to generate cDNA using the High Capacity cDNA Reverse Transcription Kit (Applied Biosystems). Small noncoding RNA (sncRNA) was extracted using the mirVana^TM^ microRNA Isolation Kit (Ambion) according to the manufacturer’s instructions, and reverse transcription was performed using TransScript microRNA First-Strand cDNA Synthesis SuperMix (TransGen Biotech) according to the manufacturer’s instructions. RNase-Free DNase Set (QIAGEN) was used to ensure that there was no DNA contamination. Q-PCR was performed using TB Green™ Premix Ex Taq (TaKaRa) and a 7500 q-PCR System (Applied Biosystems). The reaction parameters were as follows: 95 °C for 30 s followed by 40 two-step cycles of 95 °C for 5 s and 60 °C for 34 s. 18s rRNA and 5s rRNA were used as reference genes. Ct values were calculated using Sequence Detection System software (Applied Biosystems), and the amount of target sequence normalized to the reference sequence was calculated as 2^−^^△△Ct^. Subcellular localization analysis of *lnc521* was performed as our previous description^32^.

### RNA-seq analysis

For RNA-seq analysis of early stage embryos, FastQC was performed for Illumina reads. In addition, we employed Trim Galore software to discard low-quality reads, trim adaptor sequences, and eliminate poor-quality bases. Then, we downloaded the mouse reference genome (Genome assembly: GRCm38.p6) from Ensembl and selected HISAT2 software for read alignment. The gene-level quantification approach is to aggregate raw counts of mapped reads using HTSeq-count (parameter: “-m union”). Then, the expression level of each gene was quantified with normalized FPKM (fragments per kilobase of exon per million mapped fragments) by StringTie. Next, we used the R package DESeq2 for differential gene expression analysis. The DAVID database (https://david.ncifcrf.gov/) is an essential foundation for the success of any high-throughput gene function analysis. GO annotations were performed using the DAVID online tool on the screened differentially expressed genes.

### Maternal mRNA clustering

Maternal mRNAs with FPKM > 2 at the MII oocyte stage were retained for further analysis. The expression level of each gene was transformed by log2 (FPKM + 1) in the following analysis. Clusters I-III consist of the genes that satisfy the following criteria: cluster I: expression (MII) > expression (2-cell) + 1, expression (2-cell) < expression (4-cell) + 1, expression (2-cell) > expression (4-cell) − 1; cluster II: expression (MII) > expression (2-cell) + 1, expression (MII) < expression (2-cell) − 1, expression (2-cell) > expression (4-cell) + 1; cluster III: expression (MII) > expression (2-cell) + 1, expression (2-cell) > expression (4-cell) + 1.

### Identification of endosiRNA and microRNA target maternal mRNAs

Small RNAs were classified as previously reported. EndosiRNAs expressed in MII oocytes, 2-cell embryos and 4-cell embryos were aligned to AGO2-dependent maternal mRNAs by Bowtie (parameter: “-a -m 20 -v 2”), and endosiRNA-targeting maternal mRNAs were predicted. Additionally, microRNAs expressed in MII oocytes, 2-cell embryos and 4-cell embryos were used to align to AGO2-dependent maternal mRNAs by miRDB (http://mirdb.org/miRDB/), and a score >97 was predicted for microRNA-targeting maternal mRNAs.

### Prediction of CMR-lncRNAs and saRNAs

LncRNAs expressed in MII oocytes, 2-cell embryos and 4-cell embryos were predicted based on coding potential using PLEK^33^, CPC2^34^ and CPAT^35^ software. LncRNA expressed at the zygote, 2-cell or 4-cell stage was used to predict CMR-lncRNA. The filtered lncRNAs were aligned to endosiRNA-targeting AGO2-dependent maternal mRNAs by BWA, and lncRNAs with an alignment ratio > 90% (based on complementary sequencing) were predicted to be CMR-lncRNAs. CMR-lncRNAs were annotated by bedtools to identify the corresponding genome region. To predict saRNAs, we used small RNA-seq data (GSE83581), and the expression level was calculated and normalized using the RPM (reads per million) value. Small RNAs with lengths from 18 to 30 nt after adapter trimming and expression levels >1 at the zygote or 2-cell stage were used for further analysis. ZGA-genes were identified as described in a previous report. Then, we aligned the filtered fragments to upstream sequences within 1.0 kb of AGO2-related ZGA-gene TSSs by Bowtie to predict saRNAs and the corresponding ZGA-genes.

### Statistical analysis

Statistical analysis was performed using SPSS 13.0 for Microsoft Windows. Data are shown as the mean ± s.e.m. Most experiments included at least three independent samples and were repeated at least three times. Differences in the results of two groups were evaluated using either two-tailed Student’s *t*-test or one-way ANOVA followed by Dunnett’s test. *p < 0.05, **p < 0.01 and ***p < 0.001.

## Results

### Characteristics and degradation of maternal mRNAs

In mice, the burst of ZGA happens during the middle-to-late 2-cell stage, and MRD occurs accompanied by ZGA and is accomplished before the 4-cell stage. In this study, to accurately identify the patterns of MRD in mouse early embryos, we take ZGA as a timing, a set of MRD occurs before ZGA, and the second set of MRD follow ZGA. On the basis of the classification rule, we performed RNA-seq on MII oocytes, middle 2-cell embryos and early 4-cell embryos. 

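The expression data comprised 2 RNA-seq libraries each of MII oocytes, middle 2-cell embryos and early 4-cell embryos, which the sample labels number as replicates 1 and 2. According to the Methods, oocytes were collected at 16 h, 2-cell embryos at 40 h and 4-cell embryos at 55 h after hCG injection. The Methods give ICR females as the source of the oocytes and crosses of F1 mice as the source of the embryos, whereas the labels name ICR for every sample, so strain and stage cannot be separated between oocytes and embryos. The authors trimmed the reads with Trim Galore, aligned them to the mouse genome (GRCm38) with HISAT2, and deposited FPKM computed by StringTie, with 1 value per gene name and library for 21437 genes. Gene names matched the GENCODE M21 annotation of the same build for 20460 genes. FPKM do not hold the number of reads, so the depth of the libraries is unknown and no interval for counting error is given. The FPKM summed to 450124 and 458874 in MII oocytes, to 196312 and 203645 in 2-cell embryos, and to 268660 and 241317 in 4-cell embryos. Mitochondrial genes took 2.02% and 2.23% of these totals in MII oocytes, 5.34% and 4.87% in 2-cell embryos, and 10.8% and 5.22% in 4-cell embryos. Across the genes tested, Pearson's r of log2(FPKM + 1) between replicates was 0.913 for MII oocytes, 0.829 for 2-cell embryos and 0.841 for 4-cell embryos; genes are not independent replicates. Among genes with more than 10 FPKM in 1 replicate, between 1.61% and 5.81% were below 0.1 FPKM in the other replicate of these 6 libraries, so a value of 0 in a single library was not read as absence of the mRNA. Gapdh, on chromosome 6, was at or below 0.168 FPKM in each library. Values were analysed as log2(FPKM + 1) with limma, which fits a linear model to each gene and moderates its variance over all genes; the fit held the means of 5 groups, these 3 and both Ago2 kd groups, and covered the 8726 genes with at least 1 FPKM in at least 2 of the 10 libraries. The fit left 5 residual degrees of freedom, and p values were two-sided. The authors tested differential expression with DESeq2 on read counts, a step that the FPKM do not allow and that was not repeated here.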

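With maternal mRNAs taken as those with a mean above 2 FPKM in MII oocytes, 4825 genes qualified, of which 4674 were among the genes tested. Of these, 2342 had lower expression in early 4-cell embryos than in MII oocytes at an unadjusted p below 0.05 from limma, and 491 had higher expression. After Benjamini-Hochberg adjustment over all genes tested, 2142 were lower, the lowest number of the alternatives run; the highest was 2527, with a minimum of 1 FPKM in place of 2 FPKM. Zar1 (ENSMUSG00000063935.3; chromosome 5, 72576806 to 72581254 of GRCm38) had 1189 and 1538 FPKM in the oocyte libraries, and was listed at 0 in both 4-cell libraries. Hsf1 (ENSMUSG00000022556.11; chromosome 15, 76477422 to 76501913) had 7.77 and 12.2 FPKM in oocytes and 10.8 and 10.4 FPKM in 2-cell embryos, and was listed at 0 in both 4-cell libraries. Ooep (ENSMUSG00000032346.7; chromosome 9, 78376109 to 78378725) fell by 7.12 on the log2 scale from oocytes to 4-cell embryos (standard error 0.49, adjusted p = 6.26e-05 from limma). Nlrp5 (ENSMUSG00000015721.18; chromosome 7, 23385889 to 23441922) fell by 4.98 (standard error 0.46, adjusted p = 0.000203), and Npm2 (ENSMUSG00000047911.6; chromosome 14, 70647302 to 70659244) fell by 6.08 (standard error 0.26, adjusted p = 1.83e-05). For all of these genes, both 4-cell libraries lay below both oocyte libraries. Chance alone puts 33.3% of genes without equal values wholly on 1 side when 2 libraries are compared with 2.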

Transcripts with high expression in MII oocytes (FPKM > 2) were defined as maternal mRNAs, including some identified mRNAs, such as *Zar1*, *Hsf1*, *Ooep*, *Nlrp5* and *Npm2*, and the expression of most of these mRNAs (*n* = 3,098) decreased significantly during the transition from MII oocytes to early 4-cell embryos. The maternal mRNAs degraded during the process were categorized into three clusters. A total of 1,258 maternal mRNAs in cluster I were significantly downregulated at the 2-cell stage and remained stable during the transition from middle 2-cell to early 4-cell embryos. In contrast, cluster II, including 1,056 maternal mRNAs, showed no significant changes during the transition from MII oocytes to 2-cell embryos, but was dramatically downregulated at the 4-cell stage. Moreover, 784 maternal mRNAs that were continuously degraded during the transition from MII oocytes to early 4-cell embryos were classified into cluster III (Fig. 1A; Supplementary Table S1). Therefore, we suggest that the maternal mRNAs in cluster I could be degraded during the transition from MII oocyte to middle 2-cell embryo (MII/2 C degradation) before ZGA, while the maternal mRNAs in cluster II could be degraded during the transition from middle 2-cell to early 4-cell embryos (2C/4C degradation), which may be associated with ZGA, and the degradation of the maternal mRNAs in cluster III, termed continuous degradation, might be associated with both processes.

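By the criteria of the Methods, applied to log2(mean FPKM + 1), 1101 of the maternal mRNAs (22.8%) fell into cluster I. Their median log2(mean FPKM + 1) was 3.69 in MII oocytes, 0.48 in 2-cell embryos and 0.33 in 4-cell embryos. In limma's test, 710 of the 950 that were tested were lower in 2-cell embryos than in oocytes, and 15 fell further from the 2-cell to the 4-cell stage (unadjusted p below 0.05). The number depended most on how low values were handled, with 772 mRNAs when both oocyte libraries had to exceed 2 FPKM. Of the 1258 mRNAs that the paper lists for this cluster in Supplementary Table S1, 915 were in cluster I here, and 150 of the others had a mean at or below 2 FPKM in oocytes. Mos (ENSMUSG00000078365.5; chromosome 4, 3870657 to 3872105) had 126.9 and 219.7 FPKM in the oocyte libraries, 0.556 and 1.29 FPKM in the 2-cell libraries, and 0.0699 and 1.57 FPKM in the 4-cell libraries.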

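Cluster II held 909 maternal mRNAs (18.8%) when its criteria were read as a change of at most 1 log2 unit from oocyte to 2-cell embryo and a fall of more than 1 from 2-cell to 4-cell embryo; the Methods print for the first step a pair of conditions that no gene can meet together. The median log2(mean FPKM + 1) of these mRNAs was 4.17, 4.05 and 0.56 in the order of the stages. The fall from the 2-cell to the 4-cell stage had an unadjusted p below 0.05 for 721 of them and the fall from oocyte to 2-cell embryo for 37. Of the 1056 mRNAs that Supplementary Table S1 lists for the cluster, 718 were also placed there by these criteria. Btg4 (ENSMUSG00000032056.10; chromosome 9, 51060901 to 51119875), which encodes a factor of mRNA deadenylation, had 14250 and 15380 FPKM in oocytes, 8212 and 7265 FPKM in 2-cell embryos and 25.5 and 23.5 FPKM in 4-cell embryos.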

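The criteria for cluster III were met by 693 maternal mRNAs (14.4%), with medians of 5.82, 3.79 and 0.43 in oocytes, 2-cell and 4-cell embryos. Of these, 473 were lower at the first step and 470 at the second by limma (unadjusted p below 0.05). Supplementary Table S1 shares 555 of its 784 mRNAs of this cluster with the 693. A pseudocount of 0.1 in place of 1 raised the number to 922. Ooep was among them, with 302.7 and 127.5 FPKM in oocytes, 68.6 and 69.5 FPKM in 2-cell embryos, and 0.693 and 0.186 FPKM in 4-cell embryos. Clusters I to III together held 2703 of the 4825 maternal mRNAs, and 2084 of the 2703 were lower in 4-cell embryos than in oocytes by limma. From the steps at which these groups fall, the paper proposes that the mRNAs of clusters I and II are degraded before and around ZGA, respectively, and those of cluster III over both periods.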

**Fig. 1:**
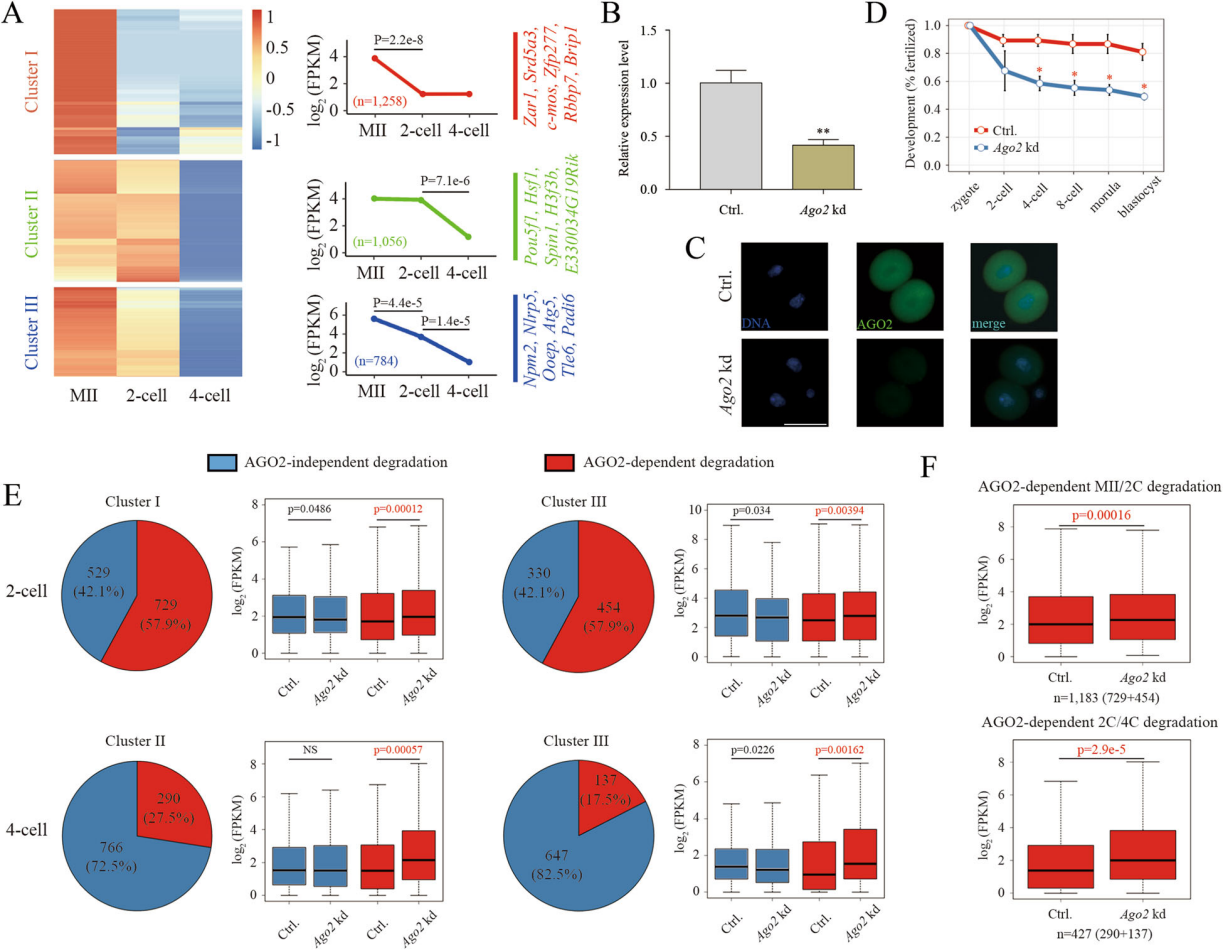
Role of *Ago2* in MRD in mouse early embryos. **A** Heat map showing the expression patterns of maternal mRNAs in MII oocytes, middle 2-cell embryos and early 4-cell embryos. We classified the maternal mRNAs into three categories according to their degradation dynamics: MII/2 C degradation, 2C/4C degradation, and continuous degradation. The expression patterns of the three clusters and representative genes are shown on the right. **B**,**C** Q-PCR and immunofluorescence analysis of 2-cell embryos injected with either *Ago2* siRNA or AGO2 antibodies, validating the *Ago2* kd efficiency. Fluorescence staining was imaged using a basal fluorescence microscope. Ctrl: control group; *Ago2* kd: *Ago2*-knockdown group. **p < 0.01, Error bars indicate the s.e.m. Scale bar, 50 µm. **D** Depletion of *Ago2* impaired the development of pre-implantation embryos in mice. The *Ago2* siRNA or AGO2 antibodies was injected into zygotes. The development rate of *Ago2* kd embryo was significantly lower than the control group at 4-cell stage. Data are presented as the mean ± s.e.m. **E** Pie chart shows the fraction of AGO2-dependent degradation in 2- and 4-cell embryos, Box plots of AGO2-independent and AGO2-dependent gene expression are shown on the right. **F** Box plots of AGO2-dependent MII/2C and 2C/4C degradation in 2- and 4-cell embryos, respectively. *Ago2*-dependent MII/2C and 2C/4C mRNA remains stable and upregulated upon *Ago2* kd.

### *Ago2* is involved in MRD in mouse early embryos

To test the role of *Ago2* in MRD, we first examined the expression of AGO2 protein by immunofluorescence during oocyte maturation and pre-implantation embryonic development. As shown in the previous reports^23^, the signals were high in oocytes and early embryos, and peaked at blastocyst stage (Supplementary Fig. S1A), and the expression pattern was also confirmed by quantitative mass spectrometry in mouse embryos (Supplementary Fig. S1B)^36^. Then, we knocked down *Ago2* at both the RNA and protein levels by injecting siRNA targeting *Ago2* and AGO2 antibodies into zygotes. We first screened the off-targets of *Ago2*-siRNA1-3 in RefSeq database by Blastn, and three genes were found (mismatch value ≤ 2). However, except *Ago2*, *9230019H11Rik* and *Zdhhc15* were seldomly not expressed in mouse early embryos, confirming the negative off-targets of the siRNAs (Supplementary Fig. S1C).The efficiency of *Ago2* kd was confirmed by q-PCR (Fig. 1B) and immunofluorescence (Fig. 1C). Consistent with previous reports, the development of pre-implantation embryos after *Ago2* deletion was significantly affected from the 4-cell stage (Fig. 1D; *p*-value < 0.05). Then, we performed RNA-seq on the middle 2-cell and early 4-cell embryos with and without *Ago2*. 

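For the knockdown, 2 libraries each were sequenced from control and Ago2 kd embryos at the middle 2-cell stage and at the early 4-cell stage; the control libraries are those of the stage series, collected at 40 h and 55 h after hCG. The paper's knockdown combined an siRNA against Ago2 with AGO2 antibodies, injected into zygotes. The labels number the libraries of each group as replicates 1 and 2. FPKM of the Ago2 kd libraries summed to 178681 and 205895 at the 2-cell stage and to 231654 and 326352 at the 4-cell stage. The share of mitochondrial genes was 3.04% and 4.2% in 2-cell Ago2 kd embryos and 11.1% and 13% in 4-cell Ago2 kd embryos. Correlation between Ago2 kd replicates across genes was 0.812 at the 2-cell stage and 0.75 at the 4-cell stage. In 4-cell Ago2 kd replicate 1, 416 of the 2845 genes with more than 10 FPKM in replicate 2 (14.6%) were below 0.1 FPKM, against 5.81% or less in each of the other 9 libraries. Knockdown and control libraries were compared within each stage by the same linear model, and an interaction contrast tested whether the effect differed between stages. With 2 libraries against 2, an exact permutation test of a single gene cannot give a two-sided p below 0.333, so p values rest on the variance that limma pools over the 5 groups and over genes. The level of Ago2 itself was not analysed here.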

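Hierarchical clustering of log2(FPKM + 1) was run for each stage on the control and Ago2 kd libraries, with average linkage and a distance of 1 - Pearson's r. At neither stage did both Ago2 kd libraries join each other before joining a control library. At the 2-cell stage, r across genes was 0.812 between the Ago2 kd libraries, 0.829 between the control libraries and 0.785 to 0.828 between the groups. At the 4-cell stage, these values were 0.75, 0.841 and 0.715 to 0.806. The highest r of each stage was that between its control libraries, and r between the Ago2 kd libraries lay within the range found between the groups. Euclidean distance, or a pseudocount of 0.1, gave no grouping of the Ago2 kd libraries either.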

The unsupervised hierarchical clustering (UHC) could separate the *Ago2* kd embryos from the control embryos (Supplementary Fig. S1D, G); meanwhile, the efficiency of *Ago2* kd was further confirmed by RNA-seq data (Supplementary Fig. S1E, H). 365 and 284 genes were increased and decreased in *Ago2*-depleted middle 2-cell embryos, respectively. 

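In the limma test of 8726 genes, 258 were higher and 262 were lower in 2-cell Ago2 kd embryos than in control embryos at an unadjusted p below 0.05. Together these are 520 genes. A share near 0.05 of the genes tested passes this threshold without any effect, so most of these calls may be due to chance. After Benjamini-Hochberg adjustment, 29 were higher and 19 were lower; when the fit held only these 4 libraries, 542 genes in all had an unadjusted p below 0.05 and none passed the adjustment (lowest adjusted p = 0.184). In each of the 258 higher and 262 lower genes, both Ago2 kd libraries lay on the same side of both control libraries. Over all genes tested, this held for 2535 (29.1%). Chance gives 33.3% of genes without equal values. It gives less over all genes, since a gene at 0 in all 4 libraries cannot count, so the 29.1% does not show a separation below chance. Without the filter on low values, the numbers at an unadjusted p below 0.05 were 579 and 422. Of the genes with the largest changes, Oas1c (ENSMUSG00000001166.17; chromosome 5, 120800194 to 120812514) was listed at 0 in both control libraries and at 260.6 and 259.3 FPKM in the Ago2 kd libraries (adjusted p = 0.000284 from limma), and at 0 in all other libraries. Cs and Ythdf3 were also listed at 0 in both control libraries and had 94.3 and 47.6 FPKM and 98.9 and 41 FPKM after the knockdown, with adjusted p of 0.219 and 0.0878. Cnot8 (ENSMUSG00000020515.13; chromosome 11, 58104153 to 58118594), which encodes a subunit of the CCR4-NOT deadenylase, had 194.6 and 140.5 FPKM in control and 1.17 and 0.928 FPKM in Ago2 kd embryos, a log2 fold change of -6.34 (standard error 0.3, adjusted p = 0.000767). Maea fell from 184.7 and 150.4 FPKM to 0.293 and 0.302 FPKM (adjusted p = 0.181), and Bmi1 from 210.7 and 159.4 FPKM to 0 and 0.0674 FPKM (adjusted p = 0.497). Of the genes the paper names, 30 were tested, and 4 passed an unadjusted p of 0.05 at this stage; none passed when adjusted over the list alone or over all genes tested.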

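At the 4-cell stage, 643 genes were higher and 704 were lower in Ago2 kd embryos at an unadjusted p below 0.05, and 107 and 242 after adjustment. Both Ago2 kd libraries lay beyond both control libraries for 642 of the higher and 703 of the lower genes, and for 3228 (37%) of all genes tested. The number of lower genes was 933 without the filter on low values. When the fit held only these 4 libraries, 466 were higher and 484 lower at an unadjusted p below 0.05, and none passed the adjustment (lowest adjusted p = 0.157). Of the lower genes, 78 were below 0.1 FPKM in Ago2 kd replicate 1 alone, 56 in replicate 2 alone and 163 in both. The largest rises were those of Rn18s-rs5, a ribosomal RNA row without a position in the annotation, from 4.7 and 14.7 FPKM to 423.4 and 2018 FPKM (adjusted p = 0.00515 from limma), of AY036118 (chromosome 17, 39847113 to 39848035), from 34.1 and 189.2 FPKM to 3567 and 7517 FPKM (adjusted p = 0.00715), and of Mrpl27, listed at 0 in both control libraries and at 39.3 and 50.3 FPKM after the knockdown (adjusted p = 0.00022). AY036118 lies beside Gm26917 and overlaps Gm42418 within a ribosomal RNA locus, and both of these rows fell. Gm11517, a processed pseudogene on chromosome 11 (96795439 to 96795825), fell from 496.7 and 307.5 FPKM to 0.2 FPKM in each Ago2 kd library (adjusted p = 0.0193). Akap8 (chromosome 17, 32303672 to 32321238) and Nol9 (chromosome 4, 152039321 to 152061494) had 91.7 and 159.5 FPKM and 83.6 and 149 FPKM in control embryos and were listed at 0 in both Ago2 kd libraries (adjusted p = 0.00022 for each). Among the 30 genes named by the paper that were tested, 10 passed an unadjusted p of 0.05, 5 passed when adjusted over the list alone and 4 over all genes tested; the study chose several of them on these samples, so the list is not independent evidence.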

And in *Ago2*-depleted early 4-cell embryos, 902 upregulated and 1,093 downregulated genes were identified (Supplementary Fig. S1F, I; *p*-value < 0.05). Gene ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analyses were performed on the differentially expressed genes, and the genes were shown to be enriched in cell cycle and transcriptional regulation (Supplementary Fig. S1J, K), verifying the key regulatory role of *Ago2* in developmental progress. We overlapped the genes, whose expressions were increased or stable between MII oocyte and *Ago2*-depleted middle 2-cell embryo, with Cluster I and Cluster III genes, respectively, and found the degradation of 729 and 454 maternal mRNAs in cluster I and cluster III, respectively, was blocked by *Ago2* kd during the MII to 2-cell transition. 

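With increased or stable taken as a level in 2-cell Ago2 kd embryos at most 1 log2 unit below that in MII oocytes, 161 of the 1101 cluster I mRNAs (14.6%) and 126 of the 693 cluster III mRNAs (18.2%) were increased or stable. The clusters were defined on the same control libraries with which Ago2 kd embryos are contrasted, and a library pair without any effect also returns a number of mRNAs above the criterion. In 1000 simulated pairs of 2-cell control libraries, with noise set by the spread between replicates, a median of 151 cluster I mRNAs met it (central 95% range 127 to 173), and 164 of the simulations gave as many as the knockdown. For cluster III the simulated median was 150 (128 to 171), and 987 of the simulations gave as many. With the spread between the Ago2 kd libraries on the knockdown side, 269 of 1000 gave as many for cluster I and 998 for cluster III. The criterion moved these numbers most: when an mRNA counted as stable unless limma found it lower than in oocytes (unadjusted p below 0.05), 456 and 262 mRNAs were counted. Only 950 of the 1101 cluster I mRNAs were tested, and the 456 include the others, which counted as stable without a test. When the Ago2 kd level also had to exceed the control level by more than 1 log2 unit, 103 and 33 were counted. Tle6 (chromosome 10, 81590904 to 81601073), of cluster I, had 169.1 and 66.5 FPKM in oocytes, 0.672 and 0.805 FPKM in 2-cell control embryos and 49.4 and 7.52 FPKM in 2-cell Ago2 kd embryos, a log2 fold change of 3.58 against control (standard error 0.84, adjusted p = 0.236).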

While, by overlapping the genes, whose expressions were increased or stable between middle 2-cell embryo and *Ago2*-depleted early 4-cell embryo, with Cluster II and Cluster III genes, respectively, we observed the degradation of 290 and 137 maternal mRNAs in cluster II and cluster III, respectively, was inhibited by *Ago2* kd during the transition from middle 2-cell to early 4-cell embryos. 

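For the step from the 2-cell to the 4-cell stage, 133 of the 909 cluster II mRNAs (14.6%) and 81 of the 693 cluster III mRNAs (11.7%) were at most 1 log2 unit lower in 4-cell Ago2 kd embryos than in 2-cell control embryos. Simulated pairs of unchanged 4-cell libraries gave a median of 101 for cluster II (83 to 120), and 0 of 1000 reached the number of the knockdown. For cluster III they gave 82 (67 to 100), and 580 of 1000 reached it. Between replicates, the median spread of maternal mRNAs was 0.81 log2 units in control and 1.21 in Ago2 kd libraries at this stage; with the latter on the knockdown side, 28 of 1000 reached the number for cluster II and 858 that for cluster III. By the criterion that limma did not find the mRNA lower, the numbers were 266 and 253, and with a level also more than 1 log2 unit above control they were 82 and 51. With 4-cell control replicate 1 left out, cluster III gave 123. Hsf1, of cluster II and listed at 0 in both 4-cell control libraries, had 9.8 and 5.75 FPKM in the 4-cell Ago2 kd libraries (adjusted p = 0.00717 from limma). It was already higher at the 2-cell stage, with 26.9 and 30.1 FPKM in Ago2 kd against 10.8 and 10.4 FPKM in control embryos (log2 fold change 1.34, unadjusted p = 0.012 and adjusted p = 0.436 from limma), so that within Ago2 kd embryos it was lower at the 4-cell than at the 2-cell stage. Npm2, of cluster III, had 12.4 and 8.41 FPKM in 4-cell control and 27.5 and 29.5 FPKM in 4-cell Ago2 kd embryos, a log2 fold change of 1.39 (standard error 0.26, adjusted p = 0.0351), against 685.3 and 843.2 FPKM in oocytes.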

The results indicate that the degradation of a large number of maternal mRNAs is AGO2-dependent, especially MII/2 C degradation (Fig. 1E). Additionally, AGO2-dependent MII/2C and 2C/4C degradation was identified in the 2- and 4-cell embryos, respectively (Fig. 1F; Supplementary Table S2), indicating that AGO2-dependent degradation occurs before and along with ZGA. These results show that *Ago2* is involved in MRD in mouse early embryos.

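Over both clusters of each transition, 287 of 1794 mRNAs (16%) were increased or stable in 2-cell Ago2 kd embryos and 214 of 1602 (13.4%) in 4-cell Ago2 kd embryos. The level was also more than 1 log2 unit above control for 136 of the 287 and for 133 of the 214. To see what library noise gives, the clusters were defined with 1 control library per stage, and the other control library was put in place of the Ago2 kd library. At the 2-cell stage, this control library gave 12.9% or 14.5%, while the Ago2 kd libraries gave 15.6% and 17.8% with the first and 17.1% and 18.9% with the second definition. At the 4-cell stage, the control library gave 9.76% or 14.7% and the Ago2 kd libraries 12.1% and 16.5%, and 15% and 18.9%. Each Ago2 kd library was thus above the control library of the same definition, by between 0.29 and 6.69 percentage points; within cluster III at the 4-cell stage alone, Ago2 kd replicate 1 lay below it, with 11.1% against 12% and 13.7% against 14.9%. The simulated noise gave a second control library a share of 14.8% to 18.8% in cluster I and of 21% to 26.9% in cluster III at the 2-cell stage (central 95% ranges), where the real ones gave 12.7% or 13.5% and 13.4% or 16.4%, so the simulation overstates the noise of these libraries. By the criterion that limma did not find a fall, control embryos themselves gave 34.1% at the 2-cell stage, against 40% for Ago2 kd embryos, and 25.7% at the 4-cell stage, against 32.4%. Both 2-cell shares include the cluster I mRNAs that were not tested. From the numbers of overlapping mRNAs, the paper concludes that many maternal mRNAs depend on AGO2 for their degradation, and names MII/2C degradation in particular.

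**Figure D1:**
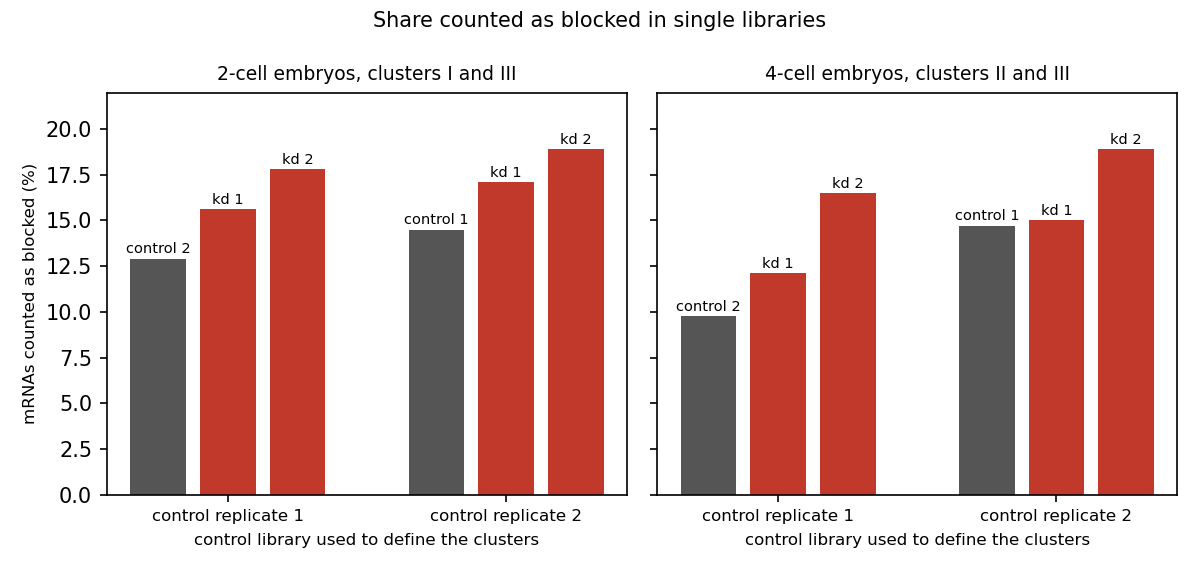
Percentage of clustered maternal mRNAs counted as increased or stable in single libraries, by stage and by the control library that defined the clusters. Grey bars are the other control library and red bars the Ago2 kd (kd) replicates; the control bars lie between 9.76% and 14.7% and the Ago2 kd bars between 12.1% and 18.9%.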

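As a set, the clustered mRNAs of the MII/2C transition (clusters I and III, 1643 genes tested) had a median log2 fold change of 0.102 in 2-cell Ago2 kd against control embryos, and 58.4% of them were higher. The set test camera, with its preset correlation between genes, gave a p of 0.000354, camera with an estimated correlation 0.0136 and the rotation test fry 0.0307; simulated pairs of unchanged libraries gave a median of 0.05 (central 95% range 0.016 to 0.089). The median was 0.023 with Ago2 kd replicate 2 left out. The clustered mRNAs of the 2C/4C transition (clusters II and III, 1602 genes) had a median of 0.048 in 4-cell embryos, with 52.7% higher (camera p = 0.000766, with estimated correlation 0.0457, fry p = 0.0167). Of the 1602, 336 were listed at 0 in all 4 libraries. Simulated pairs gave a median of 0 (0 to 0), a range without width that cannot show how far noise moves this median. The observed 4-cell median was 0 when either Ago2 kd replicate was left out and 0.149 without control replicate 1. The clusters of both transitions were defined on the same control libraries. The set tests do not allow for this, so their p values alone do not show an effect of the knockdown. The mRNAs that the paper lists as AGO2-dependent in Supplementary Table S2 had a median of 0.153 at the 2-cell stage (1019 genes tested, 61% higher, camera p = 4.26e-05) and of 0.803 at the 4-cell stage (387 genes, 82.9% higher, camera p = 9.72e-18). Both were also below 0.05 under fry (0.0121 and 0.00103) and an estimated correlation (0.00933 and 0.0088). The study chose these mRNAs on the same samples, so their medians are not independent evidence. By the criterion of at most 1 log2 unit below the earlier stage, 402 of the 1181 listed mRNAs with values (34%) were increased or stable at the 2-cell stage, and 292 of 427 (68.4%) at the 4-cell stage.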

### EndosiRNA is associated with AGO2-dependent MRD

In the RNAi pathway, AGO2 cooperates with microRNA and endosiRNA, negatively regulating gene expression at the post-transcriptional level^37–44^. Thus, to determine the mechanism of AGO2-dependent MRD, we profiled the unique sequences of microRNAs and endosiRNAs from MII oocytes to 8-cell embryos (GSE83581), and we observed that the numbers of microRNAs sequences were almost equal in each stage. However, the numbers of endosiRNAs sequences were extremely high before the 4-cell stage, consistent with the progress of MRD (Fig. 2A). Then, we screened the small RNAs targeting the maternal mRNAs, and 66,568 endosiRNAs targeting 1,751 maternal mRNAs and 273 microRNAs targeting 475 maternal mRNAs were found (Fig. 2B; Supplementary Table S3). To further confirm the construction of AGO2-endosiRNA network, we analyzed the AGO2 RIP-seq data on mouse embryonic stem (ES) cells, and we found the majority of small RNAs interacting with AGO2 were highly expressed in mouse early embryos (Supplementary Fig. S2A), and about 82% of the 66,568 endosiRNAs targeting maternal mRNAs were directly bounded by AGO2 (Supplementary Fig. S2B), suggesting that endosiRNAs contribute to AGO2-dependent MRD. Moreover, the expression patterns of the endosiRNAs, microRNAs and their targets were analyzed. These data reveal that the targets of both endosiRNAs and microRNAs were significantly downregulated during the transition from the zygote to the 4-cell stage, and correspondingly, the expression peak of endosiRNAs was also observed in the stage (Fig. 2C); however, in contrast, the expression peak of microRNAs was observed at the 4- and 8-cell stages (Fig. 2D). We further explored the role of endosiRNAs and microRNAs on AGO2-dependent degradation and found that 685 and 185 endosiRNA-targeting maternal mRNAs overlapped with AGO2-dependent MII/2C and 2C/4C degradation, respectively; in contrast, only 206 and 59 microRNA-targeting maternal mRNAs overlapped with AGO2-dependent MII/2C and 2C/4C degradation, respectively (Fig. 2E; Supplementary Table S4). The results suggest that endosiRNAs, but not microRNAs, are mainly associated with AGO2-dependent MRD.

**Fig. 2:**
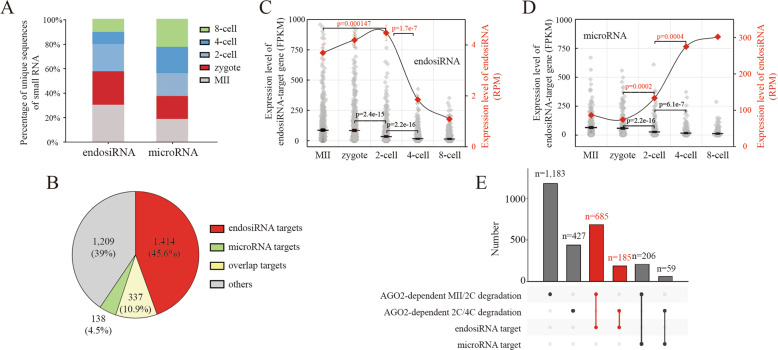
EndosiRNAs are associated with AGO2-dependent MRD. **A** Fraction of unique sequences of endosiRNAs and microRNAs at each stage. The numbers of endosiRNAs sequences were extremely high before the 4-cell stage, while, the numbers of microRNAs sequences were almost equal in each stage. **B** Pie chart showing the fraction of AGO2-related maternal mRNAs targeted by endosiRNAs and microRNAs. Over 50% of the AGO2-related maternal mRNAs were predicted to be targeted by endosiRNAs, while, the number of microRNA target maternal mRNAs is only 475. **C**,**D** Expression patterns of endosiRNAs/microRNAs and their target maternal mRNAs in early mouse embryos. EndosiRNAs were highly expressed at zygote and 2-cell embryo, at that time microRNAs were expressed at low levels and were significantly upregulated until 4-cell stage. **E** Bar plot shows the number of overlaps; the ligature indicates the two groups compared at the bottom.

### Verification of the role of endosiRNAs in AGO2-dependent MRD

To verify the function of endosiRNAs in MRD experimentally, we selected maternal mRNAs of *Zfp277*, *Brip1* and *Spin1*, the degradation of which was AGO2-dependent (Fig. 3A). 

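Zfp277 (ENSMUSG00000055917.15; chromosome 12, 40315046 to 40445902) had 5.12 and 3.89 FPKM in MII oocytes and was listed at 0 in every control and Ago2 kd library of 2-cell and 4-cell embryos. Brip1 (ENSMUSG00000034329.16; chromosome 11, 86058138 to 86201193) had 56.7 and 6.6 FPKM in MII oocytes, was listed at 0 in the control and Ago2 kd libraries of 2-cell embryos, and at 0.366 FPKM in 4-cell Ago2 kd replicate 2 alone among those of 4-cell embryos. Both met the criteria of cluster I; they have 5 and 3 annotated transcripts, and a row at 0 does not establish that the mRNA is absent. Spin1 (ENSMUSG00000021395.11; chromosome 13, 51100880 to 51152546), of cluster II, had 602.8 and 1002 FPKM in oocytes. At the 2-cell stage it had 343.9 and 486.8 FPKM in control and 509.5 and 187 FPKM in Ago2 kd embryos, a difference smaller than the spread between the Ago2 kd replicates (log2 fold change -0.40, standard error 1.25, adjusted p = 1 from limma). At the 4-cell stage it had 0 and 17.2 FPKM in control and 43.5 and 24.5 FPKM in Ago2 kd embryos, with a log2 difference of 2.98 (standard error 1.25, unadjusted p = 0.0497, adjusted p = 0.323).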

Their expression patterns and their corresponding endosiRNAs from MII oocytes to 8-cell embryos were examined by q-PCR. The maternal mRNAs were significantly degraded at the 2-cell stage, and the endosiRNAs were present at high levels at this stage (Fig. 3B). And, these endosiRNAs were confirmed to link with AGO2 by AGO2 RIP-seq analysis (Supplementary Fig. S2A). To further confirm the effect of the endosiRNAs on the degradation of the corresponding maternal mRNAs, mimics or inhibitors of the endosiRNAs targeting *Zfp277*, *Brip1*, and *Spin1* mRNAs were injected into zygotes, and the levels of the maternal mRNAs were detected at the 4-cell stage. We found that, compared to the control and negative control (N.C.) groups, the maternal mRNA levels were significantly high when inhibitors were injected and significantly low when mimics were injected, demonstrating that degradation is severely repressed upon the suppression of endosiRNAs and vice versa (Fig. 3C). The results verify the regulatory role of endosiRNAs in AGO2-dependent MRD. Then, we analyzed the stability of *Zfp277*, *Brip1* and *Spin1* mRNAs regulated by the corresponding endosiRNAs. Zygotes were treated with actinomycin D to inhibit transcriptional activity, and the mimics of endosiRNAs were shown to greatly decrease the stability of the corresponding maternal mRNAs; in contrast, the inhibitors could increase the stability (Fig. 3D). These results demonstrate that endosiRNAs facilitate AGO2-dependent MRD at the post-transcriptional level.

**Fig. 3:**
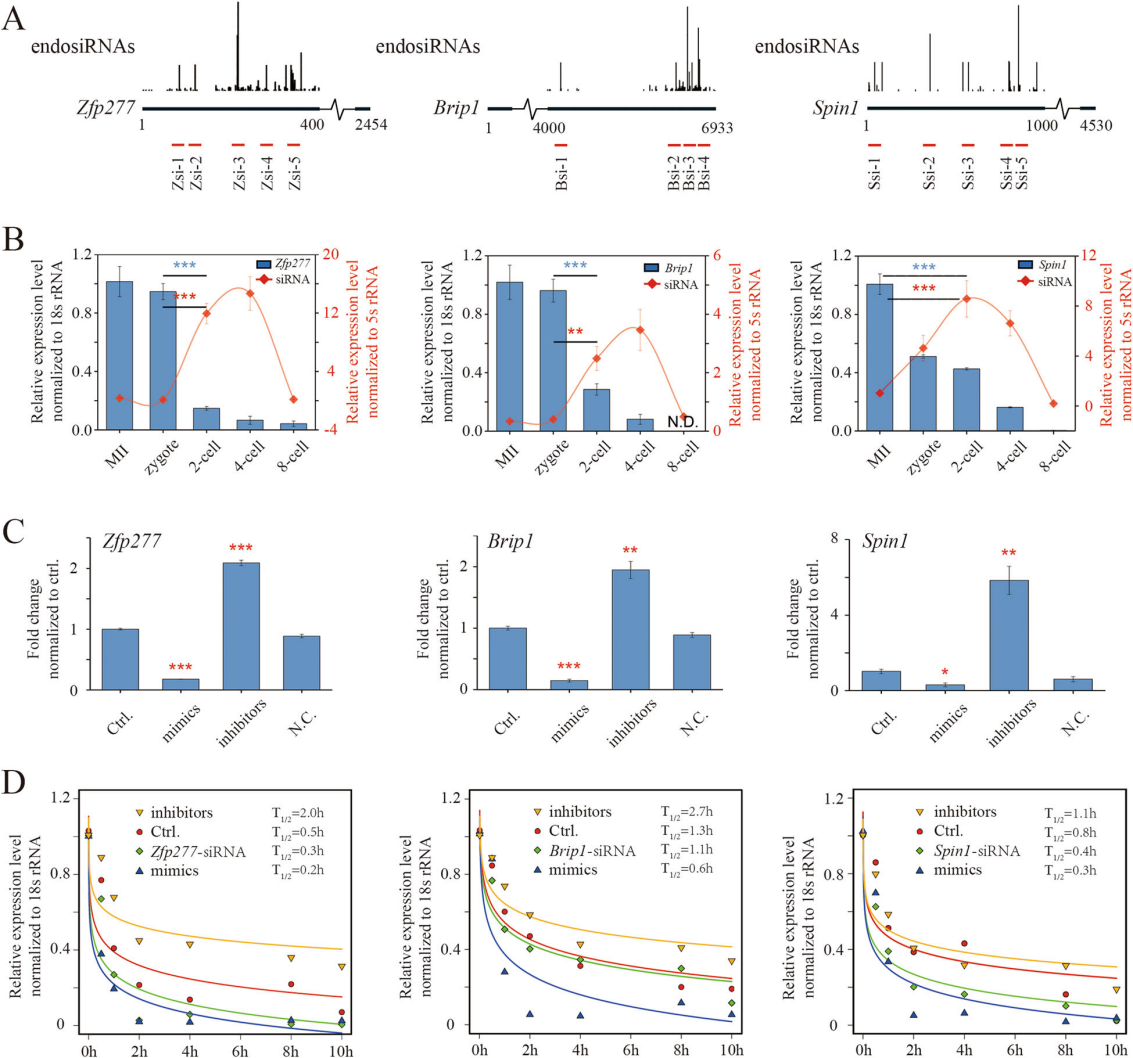
Verification of endosiRNAs in AGO2-dependent MRD. **A** Schematic of *Zfp277*, *Spin1* and *Brip1*. The peak diagram shows the location of endosiRNAs targeting maternal mRNAs, and the red fragment represents the tested endosiRNAs. **B** Q-PCR analysis of the expression patterns of *Zfp277*, *Spin1* and *Brip1* mRNAs and corresponding endosiRNAs in early mouse embryos. Each red dot represents the average expression level of each endosiRNA of individual maternal gene. Three maternal mRNAs degraded prior to the 4-cell stage and were inversely related to the expression pattern of endosiRNA. Error bars indicate the s.e.m. **C** Effect of the corresponding endosiRNAs on the expression levels of *Zfp277*, *Spin1* and *Brip1* measured by q-PCR. Injection of endosiRNA mimics accelerates the degradation of target maternal mRNA, and vice versa. **p < 0.01, Error bars indicate the s.e.m. **D** Degradation curve of *Zfp277*, *Spin1* and *Brip1* obtained by injection of corresponding endosiRNA mimics and inhibitors. Zygotes were treated with actinomycin D (0.6 μg/ml) immediately after microinjection, and were recorded as 0 h. Curve fitting was performed by R package (basicTrendline). The endosiRNAs decreased the expression of the maternal mRNAs by post-transcriptional gene silencing through mRNA degradation. *T*_1/2_ denotes half-life.

### P-bodies participates in endosiRNA-mediated AGO2-dependent MRD

P-bodies, which are cytoplasmic ribonucleoprotein (RNP) granules, are associated with mRNA decay^45^, and AGO2 is described to interact with P-bodies^46^. Thus, we wanted to check whether P-bodies are related to AGO2-dependent MRD. To this end, we first co-stained AGO2 and DCP1A, the core P-bodies component, in 2-cell embryos. We found a considerable overlap of the staining patterns of AGO2 with DCP1A, identical to the particles residing in perinuclear foci (Fig. 4A), suggesting that the majority of AGO2 was associated with P-bodies. Then, we injected the mixture of the endosiRNA mimics or inhibitors used above into one blastomere of the 2-cell embryos. The 5′-Fam labeled negative siRNA was also injected to mark the injected cells. The localizations of AGO2 and DCP1A were examined after 1 h by immunofluorescence staining. We observed that the colocalization of AGO2 and DCP1A was not markedly changed by the negative siRNA injection in the control group. However, the co-localized particles residing in perinuclear foci of AGO2 and DCP1A were enriched by the injection of endosiRNA mimics, while the percentage of colocalization granules decreased upon injection of endosiRNA inhibitors (Fig. 4A,B). These results reveal that P-bodies may participate in endosiRNA-mediated AGO2-dependent MRD.

**Fig. 4:**
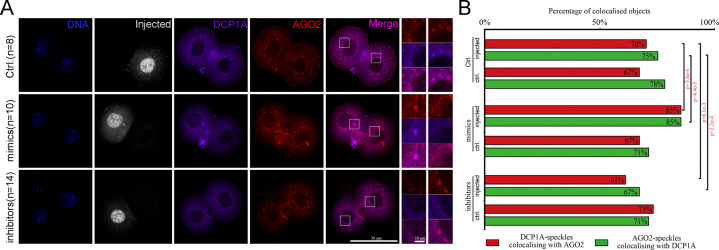
P-bodies participates in AGO2-dependent MRD. A Co-immunostaining of AGO2 with the P-bodies marker DCP1A in 2-cell embryos with injection of endosiRNA mimics or inhibitors mixtures of *Zfp277*, *Spin1* and *Brip1*. Immunofluorescence staining was performed after 1 h of injection. The 5′-Fam labeled negative siRNA was used to mark injected blastomeres (control: *n* = 8; mimics: *n* = 10; inhibitors: *n* = 14). Fluorescence staining was imaged using an inverted confocal microscope. Scale bar, 50 and 10 µm. **B** Quantification of AGO2-positive particle co-staining with DCP1A and DCP1A-positive particle co-staining with AGO2. The colocalization particles of AGO2 and DCP1A increased significantly after injection of mimics, and vice versa.

### LncRNA complementary to maternal mRNA is involved in the biogenesis of endosiRNAs to facilitate AGO2-dependent MRD

Generally, endosiRNAs are processed from dsRNAs formed by the targeted transcripts with the complementary lncRNAs^42,47^. To further demonstrate the AGO2-dependent MRD mediated by endosiRNAs, we screened CMR-lncRNAs in the early embryos. More CMR-lncRNAs, complementary to 403 endosiRNA-targeting maternal mRNAs, were found in zygotes than in 2-cell and 4-cell embryos (Fig. 5A; Supplementary Table S5). CMR-lncRNAs were annotated using all available annotation sources, and a total of 37.8% and 18.7% were found residing in introns and coding exons, revealing that CMR-lncRNAs are likely derived from the intragenic regions of maternal mRNAs to generate endosiRNAs (Fig. 5B). To check the mechanism experimentally, we conducted an in-depth exploration of *Zfp277* and its three predicted CMR-lncRNAs, namely, ENSMUST00000140021, ENSMUST00000206433 and ENSMUST00000219521, the levels of which were particularly high in zygotes (Fig. 5C). To explore the role of CMR-lncRNAs in the biogenesis of endosiRNAs targeting *Zfp277*, we depleted the three CMR-lncRNAs by injecting siRNA into the zygote, and found that endosiRNAs were lacking when an annotated transcript ENSMUST00000219521, termed *lnc521*, was knocked down (Fig. 5D; Supplementary Fig. S2C); the addition of the part of *lnc521* complementary to *Zfp277* mRNA could rescue the deficiency (Fig. 5G). LncRNAs found mainly in the cytoplasm can form dsRNAs^41,42^. Thus, we analyzed the subcellular localization of *lnc521* by q-PCR (Fig. 5E) and RNA-FISH (Fig. 5F) in 2-cell embryos, and the results showed that *lnc521* was mainly located in the cytoplasm. In RNA-FISH, RNase A-treated 2-cell embryos were tested as the N.C. In embryos, the fluorescence signal of *Gapdh* was almost undetectable. However, although the fluorescence intensity was greatly decreased, the fluorescence signal of *lnc521* could still be detected, suggesting that dsRNAs formed by *lnc521* exist in the cytoplasm (Fig. 5F). The results indicate that *lnc521* may participate in the biogenesis of endosiRNAs targeting *Zfp277*. To further investigate the effect of *lnc521* on the degradation of *Zfp277* mRNA, *lnc521* was knocked down, and we found that a deficiency in degradation at the 4-cell stage; this deficiency could also be rescued by addition of *lnc521* (Fig. 5H). Together, these results demonstrate that CMR-lncRNAs may form dsRNA with maternal mRNA and participate in the biogenesis of endosiRNA to facilitate AGO2-dependent MRD.

**Fig. 5:**
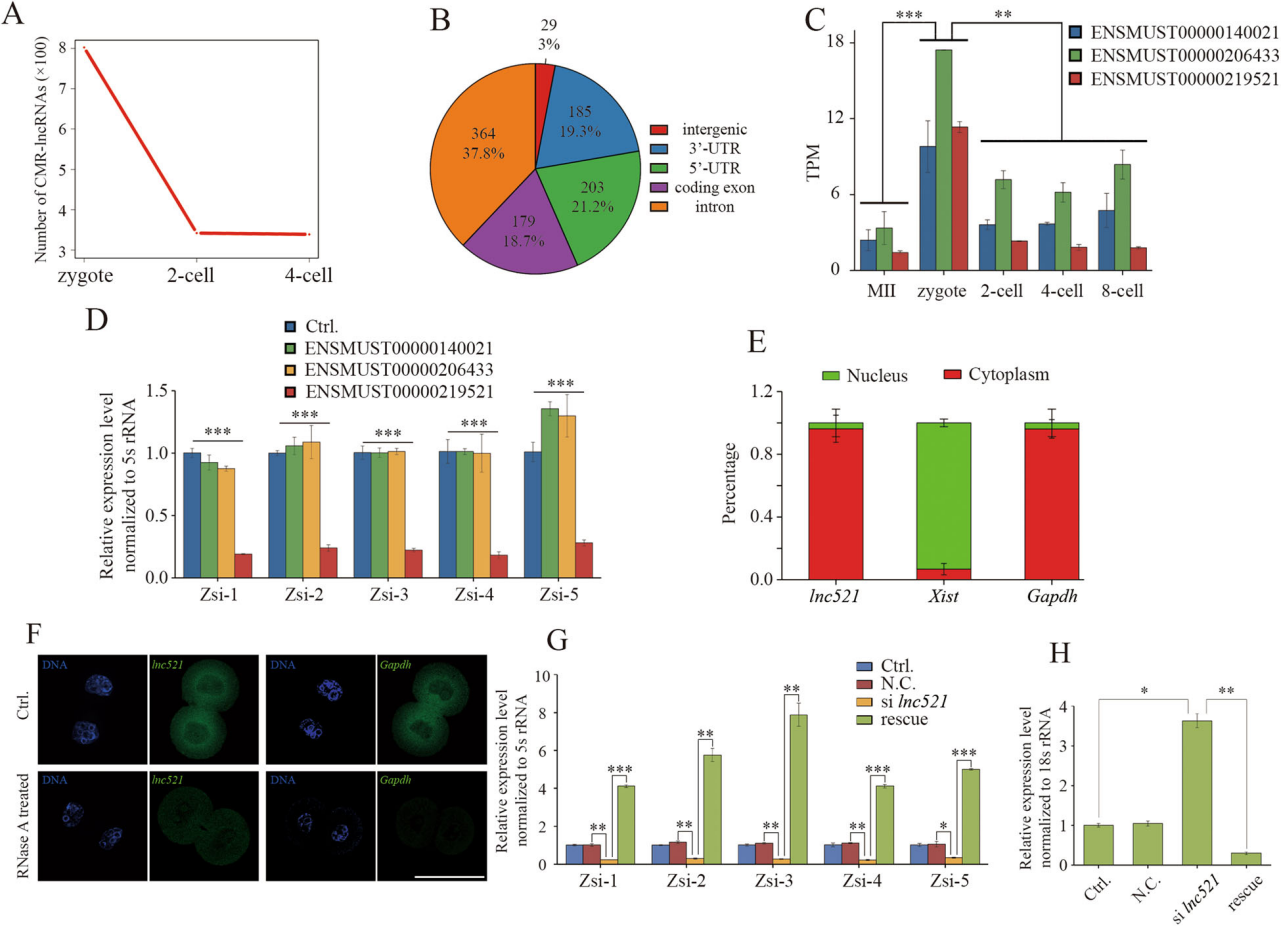
Prediction and verification of CMR-lncRNAs in AGO2-dependent MRD. **A** Number of CMR-lncRNAs predicted in zygotes, 2-cell embryos and 4-cell embryos. The number of lncRNA in zygote is significantly higher than that of 2-cell and 4-cell embryos. **B** Annotation of CMR-lncRNAs in early mouse embryos. CMR-lncRNAs were annotated using all available annotation sources, and a total of 37.8 and 18.7% were found residing in introns and coding exons, respectively. **C** Expression patterns of ENSMUST00000140021, ENSMUST00000206433, and ENSMUST00000219521 according to RNA-seq data in mouse early embryos. **D** Effect of ENSMUST00000140021, ENSMUST00000206433 and ENSMUST00000219521 knockdown on the expression of *Zfp277* endosiRNAs. The results show that deletion of ENSMUST00000219521 (*lnc521*) impaired the biogenesis of endosiRNAs. Error bars indicate the s.e.m. **E** Subcellular localization of *lnc521* by RNA fractionation and q-PCR analysis. Error bars indicate the s.e.m. **F** Representative images of RNA FISH show subcellular localization of *lnc521* in 2-cell embryos (*lnc521*: *n* = 17; *Gapdh*: *n* = 13). RNase A-treated 2-cell embryos were tested as the N.C. (*lnc521*: *n* = 11; *Gapdh*: *n* = 13). Scale bar, 50 µm. **G** Expression levels of *Zfp277* endosiRNAs measured by q-PCR in 2-cell embryos of the control, si *lnc521* injection and si *lnc521* injection with *lnc521* RNA add back. Error bars indicate s.e.m. **H** Expression levels of *Zfp277* measured by q-PCR in 4-cell embryos of control, si *lnc521* injection and si *lnc521* injection with *lnc521* RNA add back (*lnc521* rescue). *p < 0.05; **p < 0.01; ***p < 0.001. Error bars indicate the s.e.m.

### AGO2 guided by saRNAs to function in ZGA-dependent MRD

The above observation showed that the degradation of over half of the maternal mRNAs dependent on AGO2 was mediated by endosiRNAs (Fig. 2E), suggesting that there might be other mechanisms that facilitate AGO2-dependent MRD. AGO2-dependent MRD was observed to occur along with ZGA, and recently, ZGA-dependent MRD was characterized during MZT^16^. In addition, our observation showed that *Ago2*-deletion led to marked developmental decreases after the 2-cell stage (Fig. 1D), indicating that *Ago2* might function in ZGA. Indeed, nearly half of the downregulated genes (*n* = 554) observed upon *Ago2* deletion in 2-cell and 4-cell embryos were ZGA genes identified previously^48^ (Fig. 6A), including *Pou5f1*, *Eif4g1*, *Yap1* and *Yy1* (Fig. 6B), and consistent with previous reports, ZGA-associated biological events were affected (Fig. 6C), suggesting a potential role of *Ago2* in ZGA. 

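Of the genes of Fig. 6B, Pou5f1 (ENSMUSG00000024406.16; chromosome 17, 35506018 to 35510772) had 23.1 and 18.5 FPKM in 4-cell control and 7.39 and 6.01 FPKM in 4-cell Ago2 kd embryos, a log2 fold change of -1.50 (standard error 0.38, adjusted p = 0.093 over all genes and 0.0327 when adjusted over the list alone). At the 2-cell stage Pou5f1 was at 52.3 and 62.4 FPKM in control and 133.6 and 77.2 FPKM in Ago2 kd embryos (log2 fold change 0.82, unadjusted p = 0.0664). Eif4g1 (chromosome 16, 20668313 to 20692884) had 75.8 and 65 FPKM in 4-cell control and 3.32 and 9.19 FPKM in Ago2 kd embryos (log2 fold change -3.42, standard error 1.34, adjusted p = 0.288). Yy1 (chromosome 12, 108792973 to 108820148) went from 35.7 and 69.1 FPKM to 16.5 and 26.8 FPKM (log2 fold change -1.20, standard error 0.47, adjusted p = 0.288). Klf2 (chromosome 8, 72319033 to 72321656) had 86.6 and 63.9 FPKM in 4-cell control embryos and was listed at 0 in both Ago2 kd libraries (adjusted p = 0.00022). Pnn and Zfp553 had log2 differences of -0.79 and -1.13 that did not pass the test (unadjusted p of 0.14 and 0.32), Gata4 had 2.04 FPKM in 1 control library and 17.1 FPKM in 1 Ago2 kd library with 0 in the others, and Ctnnd1, with 30 annotated transcripts, was listed at 0 in all 4 libraries. The list of ZGA genes from the earlier report was not used here. As a stand-in, 908 of the genes tested rose from MII oocytes to 2-cell control embryos by more than 1 log2 unit at an unadjusted p below 0.05. Genes that rise only after the 2-cell stage are not among them: of the genes of Fig. 6B, Yy1 met this criterion, and Tead4, Klf2, Pou5f1, Eif4g1, Pnn, Zfp553, Gata4 and Ctnnd1 did not, so the stand-in does not test the paper's list. The 908 genes made up 32 (4.55%) of the 704 genes that were lower in 4-cell Ago2 kd embryos, 10.9% of the genes that were not lower (Fisher's exact test, two-sided, p = 7.49e-09, odds ratio 0.388) and 14.8% of the 643 that were higher; genes are not independent replicates. Without the filter on low values the share was 3.54% against 4.58% (Fisher's exact test, p = 0.147). From the overlap of the lower genes with its list, the paper proposes a role of Ago2 in ZGA.

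**Figure D2:**
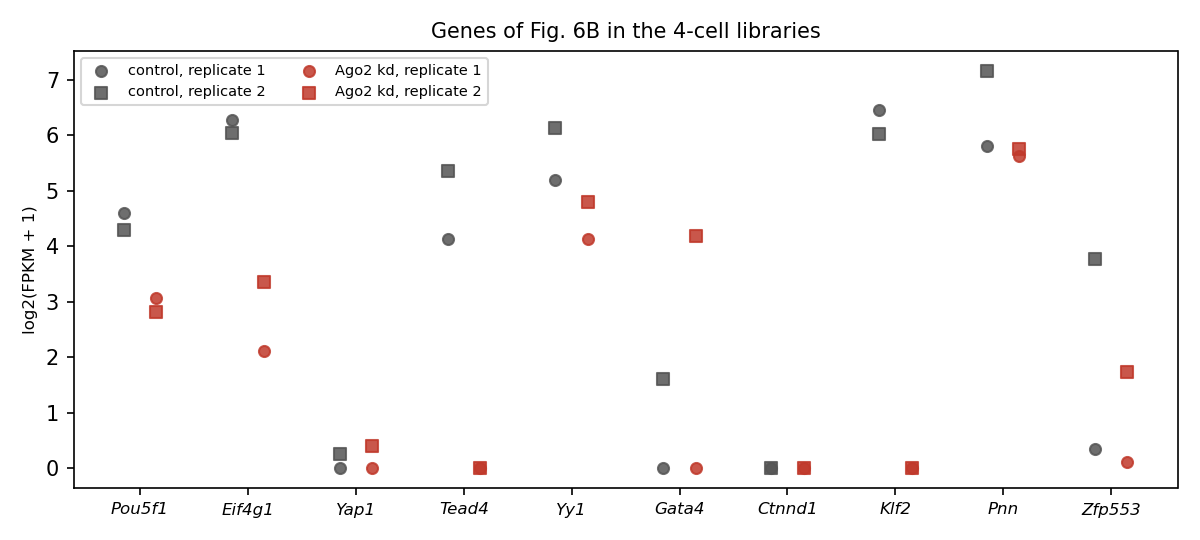
Expression of the genes of Fig. 6B in single 4-cell libraries, as log2(FPKM + 1), with control libraries in grey, Ago2 kd libraries in red, and circles and squares for replicates 1 and 2. Tead4 and Klf2 are at 0 in both Ago2 kd libraries, and Ctnnd1 is at 0 in all 4 libraries.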

*Ago2* guided by saRNAs can target specific promoter regions to stimulate gene expression at the transcriptional level, a phenomenon known as RNAa^24^. Thus, we believe that *Ago2* may cooperate with saRNAs to regulate ZGA. To this end, we screened the candidate saRNAs targeting the upstream sequences within 1.0 kb of AGO2-related ZGA-gene TSSs using small RNA-seq data on mouse MII oocytes and 2-cell and 4-cell embryos. We found that the upstream regions of 317 (out of 554) AGO2-related ZGA genes were predicted to be targeted by saRNAs (Fig. 6D). Compared to those in MII oocytes, the expression patterns of the saRNAs were significantly upregulated in zygotes and 2-cell embryos (Fig. 6E), and consistent with previous reports^24^, the saRNAs mainly recognized the upstream sequences at 200–400 bp of the TSSs (Fig. 6F). These features verified the credibility of the saRNA prediction, and the results suggest that AGO2 may be guided by saRNA to function on ZGA. To assess the ZGA-dependent MRD involved with AGO2, we first identified MRD that depend on ZGA. It has been shown that transiently inhibiting minor ZGA with DRB in zygote (4-20 hpi) severely impaired major ZGA in 2-cell embryos^49^. We found that the expression of a large number of transcripts increased or was stable after the DRB treatment (Supplementary Fig. S2D), and 701 transcripts overlapped with 2C/4C degradation-maternal mRNAs (Fig. 6G), revealing that their degradation is ZGA-dependent. Moreover, 208 of them were also AGO2-dependent 2C/4C degradation maternal mRNAs (Fig. 6H), indicating that *Ago2* may be related to ZGA-dependent MRD. *Yap1* and *Tead4* have been reported to direct ZGA-dependent MRD^16,17^. As expected, the expression of *Yap1* and *Tead4* was significantly downregulated upon *Ago2* deletion (Fig. 6B). 

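Tead4 (ENSMUSG00000030353.15; chromosome 6, 128224288 to 128300823) was at 16.5 and 40.1 FPKM in 4-cell control embryos and listed at 0 in both 4-cell Ago2 kd libraries (adjusted p = 0.00112 from limma, and 0.000127 when adjusted over the list alone). With only the 4-cell libraries in the fit, without the 3 groups in which it is at 0 throughout, its unadjusted p was 0.00774 and its adjusted p 0.235 (limma); those of Klf2 were 0.00064 and 0.157. Tead4 was also listed at 0 in every MII oocyte and 2-cell library, and has 5 annotated transcripts. Of the 2198 genes with more than 10 FPKM in both 4-cell control libraries, 61, Tead4 and Klf2 among them, were below 0.1 FPKM in both 4-cell Ago2 kd libraries. Since no fold can be formed against a group at 0, the difference was tested on log2(FPKM + 1), where it was -4.75 (standard error 0.41). Yap1 (ENSMUSG00000053110.13; chromosome 9, 7931999 to 8004596) was at 0 and 0.199 FPKM in 4-cell control and at 0 and 0.317 FPKM in 4-cell Ago2 kd embryos, below the filter on low values, and no difference was detectable at this level. Its row, of a gene with 10 annotated transcripts, does not establish absence of the mRNA, since Gapdh too was at or below 0.168 FPKM in each library. In a fit without that filter, over 20208 genes, its log2 difference was 0.068 (unadjusted p = 0.63 from limma).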

We also identified multiple saRNAs with high expression levels in 2-cell embryos targeting the proximal upstream regions of *Yap1* and *Tead4* TSSs (Fig. 6I; Supplementary Fig. S2E). The results suggest that AGO2 may cooperate with saRNAs to activate *Yap1* and *Tead4* and trigger ZGA-dependent MRD.

**Fig. 6:**
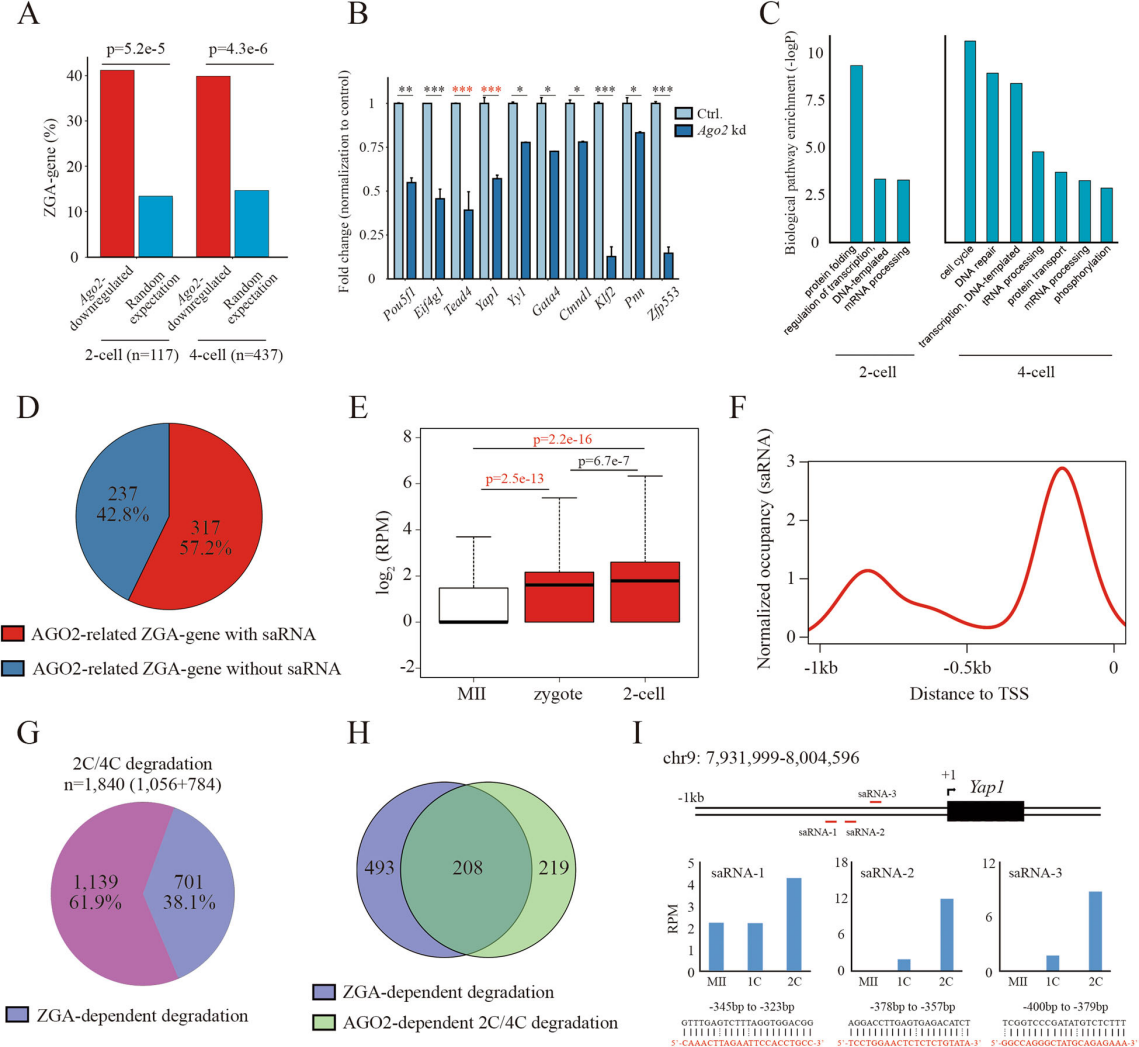
AGO2 guided by saRNAs to function in ZGA-dependent MRD. **A** Bar plot showing the number of ZGA genes embedded within downregulated genes upon *Ago2* deletion and the number expected by chance in 2-cell and 4-cell embryos. **B** Bar plot showing the fold change in ZGA-gene (such as *Yap1*, *Pou5f1* and *Yy1*) expression normalized to the control in 4-cell *Ago2*-deletion embryos. Error bars indicate the s.e.m. **C** GO analysis of the downregulated genes in *Ago2* kd embryos, compared to the control embryo. **D** Pie chart showing the fraction of AGO2-related ZGA genes predicted to be targeted by saRNAs. **E** Box plots showing the expression patterns of the candidate saRNAs in MII oocytes, zygotes and 2-cell embryos. **F** Distribution of saRNAs on the upstream regions of AGO2-related ZGA-gene TSSs. The result shows that the saRNAs mainly recognize the sequences 200-400 bp upstream of the TSSs. **G** Pie chart showing the fraction of 2C/4C degradation depending on ZGA (*n* = 701). **H** Venn diagram showing the overlap between ZGA-dependent degradation and AGO2-dependent 2 C/4 C degradation. **I** Schematic diagram showing the genomic locus of *Yap1* and its saRNA locations. The bar plot shows the expression patterns of the saRNAs. The details of saRNA alignment upstream of the TSS are shown at the bottom.

## Discussion

The transition from maternal to embryonic control of gene expression requires that the amount of accumulated maternal mRNA be greatly reduced. However, maternal mRNAs are inherently stable and remain in oocytes for up to a few weeks before fertilization^8^. Thus, there must be a dramatic change in the stability of the maternal mRNA pool. In this study, we demonstrate that AGO2 guided by endosiRNAs, generated from dsRNAs, formed by maternal mRNAs with their CMR-lncRNAs, digested with DICER^42^, could target maternal mRNAs and cooperate with P-bodies to promote MRD. We also indicate that AGO2 may interact with saRNAs to activate *Yap1* and *Tead4* and trigger ZGA-dependent MRD (Fig. 7). Our findings provide insights into the function of AGO2 in MRD and suggest its role in ZGA.

**Fig. 7:**
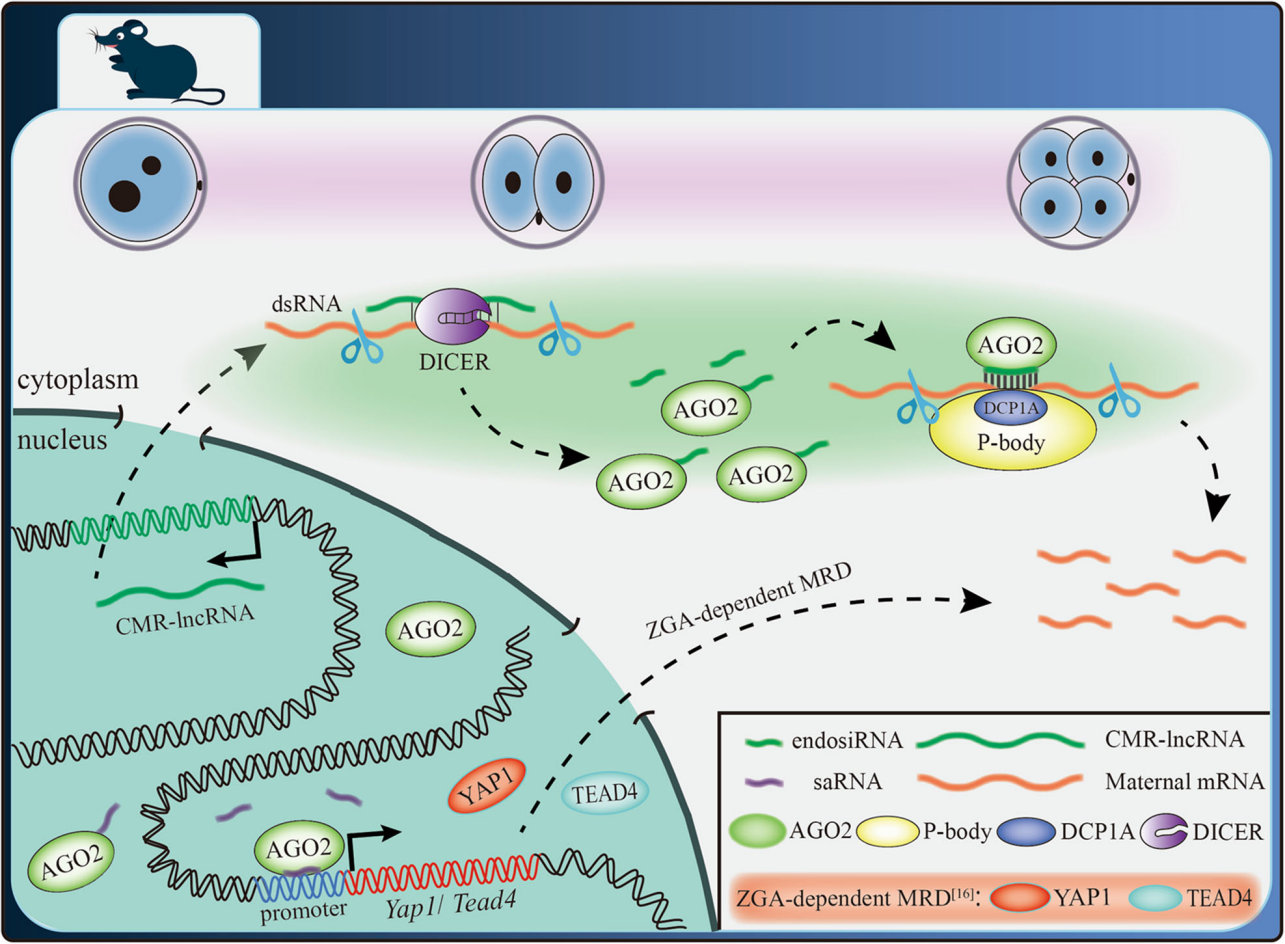
Model for AGO2-dependent MRD. In mouse embryos, AGO2 guided by endosiRNAs, generated from dsRNAs formed by maternal mRNAs with their CMR-lncRNAs, digested with DICER^37^, could target maternal mRNAs and cooperate with P-bodies to promote MRD. In addition, AGO2 may also interact with saRNAs to activate *Yap1* and *Tead4*, and trigger ZGA-dependent MRD^16^.

An important event during MZT is the elimination of a subset of the maternal mRNAs that had accumulated during oogenesis^50^. In both invertebrates and vertebrates, the clearance of maternal mRNAs begins at the onset of oogenesis and continues beyond fertilization^8^. Generally, the clearance of maternal mRNAs is accomplished by two activities: the first is maternally encoded, M-decay, while the second requires zygotic transcription, Z-decay, but it has not been elaborated. AGO2, as a maternal factor, stores in oocyte. In this regard, AGO2-dependent MRD could be related to M-decay. However, AGO2 must be guided by endosiRNAs to bound to the specific maternal mRNAs and perform their degradation, and the production of endosiRNAs may occur in minor ZGA. Furthermore, we also demonstrated that AGO2 functions on ZGA-dependent MRD mediated by saRNAs, which mainly expressed in zygotes and 2-cell embryos. Thus, the AGO2-dependent MRD during the early cleavage seems to be involved in both M-decay and Z-decay, indicating the tight interplay of maternal factor-mediated and ZGA-dependent pathways in spatio-temporal control of MRD. In this study, we showed that *Ago2* regulated the degradation of over half of the maternal mRNAs in mouse early embryos. In the RNAi pathway, AGO2 cooperates with endosiRNAs and microRNAs to mediate post-transcriptional silencing of gene expression^40,42^. However, in mouse early embryos, it has been demonstrated that microRNAs do not contribute to MZT^51–53^. Consistent with this, we found that endosiRNAs, but not microRNAs, are mainly associated with AGO2-dependent MRD.

P-bodies are aggregates of translationally repressed RNPs associated with the translation repression and RNA decay machinery^45,54–56^. We observed the colocalization of AGO2 and P-bodies in perinuclear foci in mouse early embryos, suggesting their common effect on MRD. Furthermore, the enrichment of the co-localized particles residing in perinuclear foci of AGO2 and P-bodies were regulated by endosiRNAs. It has been demonstrated that if the PAZ domain of AGO2, which is necessary for the binding of small RNAs, is destroyed, AGO2 loses its ability to interact with P-bodies^55^. Hence, we indicate that, in addition to bridge AGO2 to maternal mRNAs, endosiRNA is also essential for the cooperation of AGO2 with P-bodies to guarantee the clearance of maternal mRNAs timely.

In agreement with the previous reports^51–53^, we also found endosiRNAs were enriched not only in mouse oocytes, but also in zygotes and 2-cell embryos, suggesting their potential as zygotic sources. We identified a new set of lncRNAs complementary to maternal mRNAs, CMR-lncRNAs, which are involved in the biogenesis of endosiRNAs associated with MRD, and these lncRNAs were mainly found in zygotes, showing the zygotic derivation of endosiRNAs. EndosiRNA from dsRNA formed by basepairing of mRNA and antisense RNA in mouse oocyte and early embryos has been predicted, and suggested to control the pace of clearance of specific maternal mRNAs^57,58^. In the study, we evidenced the endosiRNA-mediated AGO2-dependent MRD pathway. Given that endosiRNAs were produced before ZGA at 2-cell stage, we believe that endosiRNA-mediated AGO2-dependent MRD is independent of the major ZGA. In mice, the products of minor ZGA transcription were characterized between S phase of zygote and G1 phase of 2-cell embryo, and the transcription was relatively promiscuous, low-level, and produced transcripts from thousands of protein-coding genes that were inefficiently spliced and polyadenylated^59^. Consistent with this finding, CMR-lncRNAs were found residing in intragenic regions, making CMR-lncRNAs highly likely to complement maternal mRNAs. Thus, we hypothesize that the CMR-lncRNAs may come from minor ZGA, revealing the regulatory role of minor ZGA in MRD.

Some maternal factors are indicated as driver of ZGA, such as *Brg1*, *Nfya* and *Nelfa*, the deletion of which will result in embryonic developmental arrest at early stages and failure of activation of part of ZGA-genes^18,19,60^. Similarly, the *Ago2* kd led to the developmental defect of majority of embryos after 2-cell stage, and by RNA-seq, we observed that half of the genes downregulated by *Ago2* kd were ZGA-genes. In RNAa, the partnering of AGO2 with saRNA positively regulates gene expression by targeting the promoter region. As expected, we identified multiple saRNAs targeting the upstream of ZGA-genes. Consistent with the previous reports, the target sites were proximal to the TSSs, and the expression of the saRNAs initiated at the zygote and was high in 2-cell embryos, which is consistent with RNAa-induced gene expression being delayed by 24–48 h^24–27^. The results indicate the potential role of *Ago2* in ZGA, which needs to be explored in future studies. ZGA-dependent MRD has been demonstrated in mice, and YAP1-TEAD4 transcription factor-mediated transcription is essential for the degradation^16^. In this study, we found that the degradation of a portion of maternal mRNAs depending on AGO2 occurred along with ZGA, suggesting that *Ago2* may trigger ZGA-dependent MRD as ZGA contributor. In addition, the activation of *Yap1* and *Tead4*, as ZGA-genes, were regulated by *Ago2*, and their saRNAs, located near to the TSSs, were predicted, revealing AGO2 guided by saRNAs may directly activate *Yap1* and *Tead4* to promote ZGA-dependent MRD. This provides a possible mechanism to explain ZGA-dependent MRD mediated by *Ago2*.

In summary, our results demonstrate the novel role of *Ago2* in the degradation of maternal mRNAs during early embryogenesis, and enrich the understanding of RNA metabolism, deepening our understanding of mammalian pre-implantation development, which will help advance the field of reproductive medicine.

## Supplementary information

RNA-seq analysis of 2- and 4-cell Ago2-kd embryos

Knockdown efficiency of lnc521 and prediction of saRNAs

Expression level of maternal gene

Expression level of AGO2-dependent maternal gene

Expression level of small RNA and target maternal gene

Expression level of small RNA and target AGO2-dependent maternal gene

CMR-lncRNA and target maternal gene

## Data Availability

The RNA-seq data in this study were submitted to the NCBI Gene Expression Omnibus (GEO, https://www.ncbi.nlm.nih.gov/geo/) under accession number GSE149785.

How the deposited data were processed for this re-analysis (not part of the article)

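RNA-seq was done by the authors on MII oocytes, control middle 2-cell and early 4-cell embryos, and 2-cell and 4-cell embryos after Ago2 knockdown, with 2 libraries in each of the 5 groups. Samples were assigned to groups by their labels, which give the stage, control or Ago2 kd, and the replicate number; the hours after hCG come from the Methods. The authors checked the reads with FastQC, trimmed them with Trim Galore, aligned them to GRCm38 with HISAT2, counted them with HTSeq-count and computed FPKM (fragments scaled to the length of the exons and to the number of mapped fragments) with StringTie. The values used here are the FPKM that the authors deposited, 1 per gene name and library for 21437 genes; they are not whole numbers and hold many exact zeros. How the values of several transcripts or gene identifiers were reduced to 1 row per gene name is not described in the paper's text. Read counts were not used here, so the depth of each library and its counting error are unknown, and the precision of each value was judged from the spread between replicates. Some genes named by the paper, among them Ago2, were not analysed here.

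Gene positions, biotypes and the number of annotated transcripts were taken from GENCODE M21 on GRCm38, by gene name. FPKM were analysed as log2(FPKM + 1), without further scaling, in R 4.3.3 with limma 3.58.1. The model held 1 mean per group, used the 10 libraries together (5 residual degrees of freedom) and moderated the variances with a trend on the mean (empirical Bayes, median prior degrees of freedom 1.89). It covered the 8726 genes with at least 1 FPKM in at least 2 libraries. Contrasts compared Ago2 kd with control embryos at each stage, the difference between these effects (interaction), and the successive stages of the control series. Tests were two-sided; numbers of genes are given at an unadjusted p of 0.05, the threshold the paper states, and after Benjamini-Hochberg adjustment. On simulated data with the same design, in which 200 of 8726 genes changed by 3 log2 units, 196 changed genes (98%) and 4.97% of the unchanged genes had an unadjusted p below 0.05, and 136 changed and 4 unchanged genes passed after adjustment. The changed genes were drawn from those with a 2-cell level above 3 on the log2 scale. The noise was normal, with a spread set by abundance alone. Genes near 0 in 1 replicate and high in the other were not modelled, so in the real data power may be lower and false calls more frequent.

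Maternal mRNAs, clusters I to III and the increased or stable mRNAs were derived on log2(mean FPKM + 1) with the thresholds of the Methods, a mean above 2 FPKM in oocytes and steps of 1 log2 unit. For cluster II, whose printed criteria exclude each other, a change of at most 1 log2 unit from oocyte to 2-cell embryo was used. The number of increased or stable mRNAs without any effect was estimated from 1000 simulated pairs of libraries, with normal noise whose spread followed the abundance of the gene, as between control libraries or, on the knockdown side, as between Ago2 kd libraries, and by using a second control library in place of an Ago2 kd library. Sets of genes were tested with camera and fry of limma, shares with Fisher's exact test, and libraries were clustered with average linkage. Zygotically raised genes were those higher in 2-cell control embryos than in MII oocytes by more than 1 log2 unit at an unadjusted p of 0.05, since the list of ZGA genes behind Fig. 6A was not used here. The text names every gene that the paper names and that was analysed here, 34 of 39, and for each stage the 3 largest rises and 3 largest falls among genes with an unadjusted p below 0.05 in which both Ago2 kd libraries lay on the same side of both control libraries. Figures were drawn with matplotlib 3.10.9.

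Alternatives were a pseudocount of 0.1, no filter on low values, scaling of each library to the same median of expressed genes, quantile normalization, the replicate number as a term of the model, a model with only the groups compared, a minimum fold change of 2, other thresholds and averaging for the maternal mRNAs, other criteria for increased or stable mRNAs, Euclidean distance, and leaving out each replicate in turn. DESeq2 tests, gene ontology terms, small RNAs, q-PCR and the data of other studies in the paper were not analysed here.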

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

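Several tests reported here were chosen after the results were seen: those of near-0 values that coincide, of the number of annotated transcripts and of expression at the 2-cell stage for the genes near 0 in both 4-cell Ago2 kd libraries, of the rows beside AY036118, of the paralogs of Oas1c, of scaling for Pou5f1 and of the genes that are near 0 in no library for the numbers of changed genes. Where a gene was listed at 0 in all libraries of a group, the difference given is one of log2(FPKM + 1), which depends on the pseudocount and is not a fold change.

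The effect of the knockdown differed between stages. In limma's interaction test, the difference between the 4-cell and the 2-cell effect had an adjusted p below 0.05 for 199 genes, more positive at the 4-cell stage for 56 and more negative for 143. Of the 30 genes tested that the paper names, 9 passed an unadjusted p of 0.05 in this test, 5 passed when adjusted over the list alone and 2 over all genes tested. Genes with an unadjusted p below 0.05 were 2.59 times as many at the 4-cell as at the 2-cell stage. They numbered 1347 and 520 of 8726. At that threshold, a share near 0.05 passes without any effect, so the 2-cell count is largely what chance gives. The ratio is thus one of calls and not of genes that the knockdown changed. Over the alternatives run on these numbers, it ranged from 1.75, with only the groups compared in the fit, to 7.27, with adjusted p. With only the groups compared and adjusted p, no gene passed at either stage (lowest adjusted p 0.184 and 0.157 from limma). In that fit, 542 and 950 genes had an unadjusted p below 0.05. The adjusted p given below thus rest on the variance pooled over the 5 groups. Among the 3096 genes at or above 0.1 FPKM in each of the 10 libraries, 148 had such a p at the 2-cell and 528 at the 4-cell stage. With only the groups compared in the fit, the numbers were 155 and 327. These 2-cell numbers are about what chance gives, so the ratios of 3.57 and 2.11 do not measure how many more genes the knockdown changed. The larger number of calls at the 4-cell stage remained without near-0 values, which argues against them as its whole cause. The stage of the embryos, their development after the knockdown and the time since injection change together in this design and were not tested apart.

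Tead4 and Klf2 differed between stages, with interaction differences of -4.75 (adjusted p = 0.00896) and -6.24 (adjusted p = 0.00204). Akap8 and Nol9, which the paper does not discuss, were lower at the 4-cell stage by differences of -6.93 and -6.82, with the same interaction differences of -6.93 and -6.82 (adjusted p = 0.00204 for each). All 4 genes were listed at 0 in the MII oocyte and 2-cell libraries, so the knockdown could show no effect on them at the 2-cell stage. They belong to 61 of 2198 genes that were over 10 FPKM in both 4-cell control libraries and below 0.1 FPKM in both Ago2 kd libraries; in the opposite direction there were 8 of 1784. Near-0 values of the single libraries that coincide by chance would give 10.8 genes, which argues against them as the whole cause. The pattern was more frequent among genes with several annotated transcripts (3.58%) than among genes with 1 (1.03%; Fisher's exact test, two-sided, p = 0.0011), in line with rows that hold 1 transcript per gene, and this stays open for part of the 61 genes. Of the 61 genes, 43 (70.5%) were also below 0.1 FPKM in both 2-cell control libraries, against 11.3% of the 2198 genes (Fisher's exact test, two-sided, p = 1.3e-28), and this held for 6 of the 6 with 1 annotated transcript, against 5.48% of all 584 such genes. This is consistent with genes that are switched on between the 2-cell and the 4-cell stage in control embryos and not, or later, in Ago2 kd embryos; a delay of development, a direct effect of AGO2 and an effect of the injection were not tested apart. Gm11517, a processed pseudogene that the paper does not discuss, was lower at the 4-cell stage (log2 fold change -8.35, adjusted p = 0.0193), but had 25.1 and 141.3 FPKM in 2-cell control embryos; whether its reads come from the parent gene was not tested.

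Pou5f1, H3f3b, Rbbp7, Pnn and Cs moved in opposite directions at the stages, in both Ago2 kd libraries against both control libraries. The interaction difference was -2.32 for Pou5f1 (adjusted p = 0.0936), 2.12 for H3f3b (adjusted p = 0.0963), -0.66 for Rbbp7 (adjusted p = 0.387), -1.74 for Pnn (adjusted p = 0.322) and -8.57 for Cs (adjusted p = 0.0947), so none passed the adjustment over all genes. With each library scaled to the same median, Pou5f1 had log2 fold changes of 0.94 at the 2-cell stage and -1.25 at the 4-cell stage, which argues against the scaling of the libraries as the cause of its opposite directions. Pou5f1 had 44.9 and 60.4 FPKM in MII oocytes and 52.3 and 62.4 FPKM in 2-cell control embryos. Its FPKM thus did not fall by the 2-cell stage in control embryos. These values do not show that a kept maternal mRNA raised it in 2-cell Ago2 kd embryos. FPKM do not separate the maternal from the zygotic mRNA, so which of them changed at either stage stays open.

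Oas1c, Cnot8 and Mrpl27, which the paper does not discuss, were high in both libraries of one group and low in both of the other, listed at 0 for Oas1c and Mrpl27 and at 1.17 and 0.928 FPKM for Cnot8. Oas1c rose by 8.03 at the 2-cell stage, with an interaction difference of -8.03 (adjusted p = 0.00204); Cnot8 had a log2 fold change of -6.34 at the 2-cell stage and an interaction difference of 6.27 (adjusted p = 0.00204); Mrpl27 rose by 5.51 at the 4-cell stage, with an interaction difference of 5.51 (adjusted p = 0.00204). The summed FPKM of Oas1d, Oas1e and Oas1h rose too, from 531 and 545.6 in 2-cell control to 611.7 and 856.4 in Ago2 kd embryos (log2 ratio 0.45), which argues against reads moved from these paralogs to Oas1c. Values below 0.1 FPKM in both libraries of the other group were found for 15 of 1788 genes over 10 FPKM in both 2-cell control libraries and 15 of 1648 over 10 FPKM in both 2-cell Ago2 kd libraries, where coinciding near-0 values of single libraries would give 1 and 1.1. These 3 genes have 3 or 4 annotated transcripts. Between replicates, genes with several annotated transcripts were near 0 in one library and high in the other in 10.6% of cases, and genes with 1 transcript at the same level in 4.98%. A row that holds another transcript in some libraries may thus contribute. Among the 2-cell genes high in control and near 0 in Ago2 kd embryos, the share was 1.05% with several transcripts and 0.207% with 1. In the opposite direction, the shares were 1.19% and 0.242%. Neither difference passed the test (Fisher's exact test, two-sided, p = 0.13 and 0.14). Each rests on 1 gene with 1 transcript, so these tests cannot exclude such rows. An effect of the knockdown on these genes stays open.

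Rn18s-rs5 and AY036118, ribosomal RNA rows that the paper does not discuss, rose at the 4-cell stage by 6.61 and 5.99, with interaction differences of 7.41 (adjusted p = 0.0207) and 6.71 (adjusted p = 0.0288). For Rn18s-rs5 the 4-cell control libraries lay apart, with 4.7 and 14.7 FPKM against at least 423.4 FPKM in every other library. For AY036118 both groups of the 4-cell stage lay apart from the MII oocyte and 2-cell libraries, which had 227.1 to 735.1 FPKM. The 4-cell control libraries were below these, with 34.1 and 189.2 FPKM, and the 4-cell Ago2 kd libraries were above them, with 3567 and 7517 FPKM. Gm26917, whose row ends before AY036118 begins on chromosome 17 (39843013 to 39846341), moved the other way in both Ago2 kd libraries (log2 fold change -1.89, unadjusted p = 0.0156), as did Gm42418, which overlaps AY036118 on the opposite strand and went from 48.2 and 321 FPKM to 13.4 and 16.1 FPKM (unadjusted p = 0.00747). This is in line with reads of 1 ribosomal RNA locus divided differently between neighbouring rows, and argues against a rise of all ribosomal RNA rows alike; Rn18s-rs5, which rose, has no position in the annotation and was not tested in this way. Removal of ribosomal RNA during library preparation, and a change of ribosomal RNA with the knockdown, stay open.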

How the results depend on the processing

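The alternatives were set before the data were examined, except for the genes expressed in 4-cell control embryos as background for the zygotically raised genes and the numbers of changed genes without those near 0 in 1 replicate and over 10 FPKM in the other or with adjusted p and only the groups compared, which were chosen after the data were seen. Of 125 alternative values, 103 kept their direction and their side of the threshold or moved less than the limit set for them, 21 moved more, and 1 lost its side of the threshold; none reversed. Of 76 further values with 1 replicate left out, 65 moved less than the spread between replicates or the limit for counts, and 11 moved more. Leaving out a replicate leaves a group with 1 library, so the numbers of changed genes and of maternal mRNAs that were lower were not recomputed in this way. Yap1 was below the filter on low values, and Ago2 was not analysed here.

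The numbers of maternal mRNAs, of those lower in 4-cell embryos (2142 to 2527) and of mRNAs in each cluster stayed within 1.5 times their value under every alternative run on them. The numbers of changed genes moved most with the adjustment of p, to 29 higher and 19 lower genes at the 2-cell stage and to 107 and 242 at the 4-cell stage, because the adjusted threshold is stricter, and to 0 at both stages with adjusted p and only the groups compared in the fit, where 542 genes at the 2-cell stage and 950 at the 4-cell stage had an unadjusted p below 0.05; the adjusted calls thus rest on the variance pooled over the 5 groups. Without the filter on low values, 579 genes were higher and 422 lower at the 2-cell stage and 970 were higher at the 4-cell stage; the cause was not tested. The balance of higher and lower genes depended on scaling: the share of higher genes at the 4-cell stage was 47.7% as reported, 60.1% after median scaling and 58.8% after quantile normalization, and at the 2-cell stage 49.6%, 58.3% and 50.9%.

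The numbers of increased or stable mRNAs depended on the criterion by its construction. Counted as not lower by limma, they were 456 in cluster I and 262 in cluster III at the 2-cell stage, and 266 in cluster II and 253 in cluster III at the 4-cell stage. With a level also more than 1 log2 unit above control, they were 103, 33, 82 and 51 in the same order. The 456 include cluster I mRNAs below the filter on low values, which were not tested. Cluster I gave 100 at the 2-cell stage when both oocyte libraries had to exceed 2 FPKM, and cluster III gave 126 at the 4-cell stage with a pseudocount of 0.1; the cause was not tested. With 1 replicate left out, cluster III at the 4-cell stage ranged from 67 to 123, the highest without 4-cell control replicate 1.

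The median change of the degraded maternal mRNAs ranged from 0.023 to 0.139 at the 2-cell stage and from 0 to 0.149 at the 4-cell stage across the 4 fits that each left out one replicate. It was lowest at the 2-cell stage without Ago2 kd replicate 2, 0 at the 4-cell stage without either Ago2 kd replicate, 0.026 without 4-cell control replicate 2, and highest at each stage without control replicate 1. Median scaling gave 0.209 at the 2-cell and 0.097 at the 4-cell stage, quantile normalization 0.154 and 0.121, and no filter on low values 0.062 and 0.048. For the mRNAs of Supplementary Table S2, fits that left out one replicate gave 0.0961 to 0.177 at the 2-cell and 0.572 to 0.965 at the 4-cell stage. The lowest of these 2-cell values was that without Ago2 kd replicate 1. The other alternatives gave 0.088, without the filter on low values, to 0.258, with median scaling, at the 2-cell stage. At the 4-cell stage they gave 0.726, without the filter, to 1.16, with a pseudocount of 0.1. With 1 replicate left out, the difference of Tead4 ranged from -5.36 to -4.13, and that of Pou5f1 from -1.65 to -1.35; the former was -8.01 with a pseudocount of 0.1, and the latter -1.25 after median scaling and -1.26 after quantile normalization. The unadjusted p of Tead4 was 8.5e-06 in the fit of all libraries and 0.00774 with only the groups compared, the highest of its alternatives. The unadjusted p of Pou5f1 lay between 0.00442 and 0.0372 over its other alternatives. The share of zygotically raised genes among the lower 4-cell genes was 3.54% without the filter on low values, no longer past the threshold (Fisher's exact test, p = 0.147); the cause was not tested. Clustering did not join the Ago2 kd libraries under any setting tried.

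With a replicate block, the replicate number as a term of the model, all 12 results fitted in this way were unchanged in direction and side of the threshold, and the interaction count was 141. Differences between replicates correlated between groups with r from -0.093 to 0.092 across genes, so the replicates of the groups shared a number and no measurable batch. The depth of the libraries is unknown, which limits what values near 0 can show.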

Differences from the paper's values

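The paper reports 1093 decreased genes in 4-cell Ago2 kd embryos, and 704 were lower here. Of the alternatives set before the data were examined, the fit without a filter on low values gave 933, which is within 1.5 times the paper's number; adjusted p (242), a fold change of at least 2 (648), a pseudocount of 0.1 (601), median scaling (558), quantile normalization (574), the replicate block (684) and the fit of only the groups compared (484) did not close the gap.

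For cluster I mRNAs whose degradation was blocked at the 2-cell stage, the paper gives 729 and the number here was 161. None of the alternatives set before the data were examined closed the gap. The highest was 456, with mRNAs counted as stable unless limma found them lower, and it includes mRNAs that were not tested. For cluster III at the 2-cell stage, the paper gives 454 and the number here was 126; the highest of the alternatives was 262 under the same criterion, and none closed the gap. For cluster II at the 4-cell stage, the paper gives 290 and the number here was 133; under the criterion that limma did not find the mRNA lower it was 266, within 1.5 times the paper's number, and none of the other alternatives, from 82 to 192, with the highest when 4-cell control replicate 1 was left out, closed the gap. For cluster III at the 4-cell stage, the paper gives 137 and the number here was 81; a pseudocount of 0.1 (126) and leaving out 4-cell control replicate 1 (123), 4-cell control replicate 2 (105) or 4-cell Ago2 kd replicate 1 (94) brought it within 1.5 times the paper's number, and the other alternatives, which gave 51 to 86 or 253, did not.

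The ratio of Ago2 kd to control embryos at the 4-cell stage was 0.322 for Pou5f1, against the paper's about 0.55 in Fig. 6B, read by eye. It was 0.0889 for Eif4g1, against about 0.46 in Fig. 6B, read by eye, 0.413 for Yy1, against about 0.78 in Fig. 6B, read by eye, and 0.516 for Pnn, against about 0.83 in Fig. 6B, read by eye. Of the alternatives set before the data were examined, median scaling (0.405) and quantile normalization (0.414) brought the ratio of Pou5f1 within 1.5 times the paper's value; it was 0.289 to 0.362 with 1 replicate left out, and 0.322 under a pseudocount of 0.1, no filter on low values, the replicate block and the fit of only the groups compared, which leave a ratio of mean FPKM as it is, and none of these closed the gap. For Eif4g1, Yy1 and Pnn, no alternative had been set beforehand, and both scalings were chosen after the values were seen. They closed the gap for Pnn (0.604 with median scaling and 0.559 with quantile normalization). They did not close it for Eif4g1 (0.0956 and 0.0924) or Yy1 (0.463 and 0.451). All of these are ratios of mean FPKM. The legend of Fig. 6B does not give the unit of its fold change. Ratios of log2(FPKM + 1) were not compared, so a difference of unit stays open as a reason for the gaps.

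The paper states that hierarchical clustering separates Ago2 kd from control embryos. Here the Ago2 kd libraries did not join each other first at either stage. The paper's text does not give the genes, distance or linkage of its clustering, so a difference of settings stays open. The paper names MII/2C degradation in particular as AGO2-dependent. Here the share of increased or stable mRNAs was 16% at the MII/2C and 13.4% at the 2C/4C transition. The shares were 7.58% and 8.3% when the level also had to exceed control by 1 log2 unit. The paper reports Yap1 as lower after the knockdown; here it was at or below 0.317 FPKM in each 4-cell library. Such a row does not establish that an mRNA is absent: Gapdh was at or below 0.168 FPKM in each library, and this limit holds for Yap1, Ctnnd1, Zfp277 and Brip1, which have 10, 30, 5 and 3 annotated transcripts. Fig. 6B shows Gata4 and Ctnnd1 as lower at the 4-cell stage; here Gata4 was at 0 and 2.04 FPKM in control and 0 and 17.1 FPKM in Ago2 kd embryos, and Ctnnd1 was listed at 0 in all 4 libraries. The paper names Zfp277 and Brip1 as mRNAs whose degradation depends on AGO2; here both were listed at 0 in the 2-cell Ago2 kd libraries. The paper gives a threshold of 2 FPKM for maternal mRNAs; 348 of the 3098 mRNAs in Supplementary Table S1 have an oocyte mean at or below it in that table, and with a threshold of 1 FPKM clusters I, II and III held 1253, 1018 and 693 mRNAs here.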

Other observations

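The tests of low depth and of the number of transcripts for 4-cell Ago2 kd replicate 1, and the simulations with the spread of the Ago2 kd libraries, were chosen after the result was seen; the other tests of this part were set beforehand.

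In each group, some genes were below 0.1 FPKM in one replicate and over 10 FPKM in the other, 905 genes in all. Rows that hold 1 transcript per gene, chosen separately in each library, would give this pattern mainly to genes with several annotated transcripts. Over all groups it was found for 10.6% of genes with several annotated transcripts and for 4.98% of genes with 1 transcript at the same level, and the former share was higher in each of the 5 groups, which is consistent with such rows. Other differences between these genes, such as reads shared with pseudogenes, were not tested.

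4-cell Ago2 kd replicate 1 had such values for 14.6% of genes, against 1.61% to 5.81% in the other 9 libraries. Among genes over 100 FPKM in replicate 2, 6.49% were below 0.1 FPKM in replicate 1, where counting noise would give 0.025%, which argues against low depth as the cause. Among genes with 1 annotated transcript the share was 6.27%, against at most 3.36% in the other libraries, which argues against the choice of transcripts as the whole cause. A real difference between the embryos of the replicates, a loss of RNA during library preparation and differences in the authors' processing stay open.

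The control values printed in Supplementary Table S2 had the same mean as the deposited values for 87 of 1181 genes at the 2-cell stage and 119 of 427 at the 4-cell stage. If rows with 1 transcript per gene were the reason, genes with 1 annotated transcript would match; the mean was the same for 10.8% of these and for 13.6% of genes with several transcripts (Fisher's exact test, two-sided, p = 0.261), which argues against it. In the table, the Ago2 kd value exceeds the control value for 560 of 1183 entries at the 2-cell stage and 375 of 427 at the 4-cell stage; in the deposited values it did so for 687 of 1181 and 364 of 427 genes. Supplementary Table S1 had the same 2-cell and 4-cell values as the deposited ones for 3098 of 3098 mRNAs and the same oocyte mean for 3019, but the same pair of oocyte replicates for 163. Zar1, for example, is printed with 1418.34 and 1309.02 FPKM in that table and had 1189 and 1538 FPKM in the deposited values. With the oocyte values of the table, 2248 of these mRNAs were lower in 4-cell embryos by limma, against 2223 with the deposited values, and 2095 were lower with both.

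Library noise, with the clusters defined on the same control libraries, was weighed as an explanation of the mRNAs counted as increased or stable after the knockdown. A second control library was put in place of an Ago2 kd library, on the same clusters. Over both clusters of a stage, each Ago2 kd library gave a higher percentage than this control library, by at least 2.61 percentage points at the 2-cell stage and 0.29 at the 4-cell stage. At the 4-cell stage this lies within the difference between the control libraries, which gave 9.76% and 14.7%, and Ago2 kd replicate 1 lay below them within cluster III; at the 2-cell stage the control libraries gave 12.9% and 14.5%, but only 2 were compared. The Ago2 kd libraries, however, also differed more from each other than the control libraries did, and noise alone raises the number. With their own spread on the knockdown side, simulated unchanged pairs reached the number for cluster II at the 4-cell stage in 28 of 1000 cases, against 0 of 1000 with the spread between control libraries. They reached it in 858 cases for cluster III at the 4-cell stage, and in 269 for cluster I and 998 for cluster III at the 2-cell stage. These simulations overstate the noise: for cluster I they gave a second control library 14.8% to 18.8%, where the real ones gave 12.7% or 13.5%, and in each of the 4 combinations of cluster and stage at least 1 of the real values lay below the simulated range, so a high number of cases does not show that noise is enough. An effect of the knockdown and library noise cannot be told apart for these mRNAs at either stage, because 2 libraries per group leave the spread poorly known.

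Of the other genes that the paper names, Nfya had 10.5 and 20.8 FPKM in 2-cell control and 0.655 and 0.9 FPKM in 2-cell Ago2 kd embryos (log2 fold change -3.16, adjusted p = 0.267 from limma over all genes and 0.0774 over the list alone). Its interaction difference was 4.31 (adjusted p = 0.132, and 0.037 over the list alone). Ago3, Srd5a3, E330034G19Rik, Atg5, Padi6, Dcp1a and Nelfa had an unadjusted p of at least 0.0788 from limma at both stages, and Ago1 and Ago4 were below the filter on low values.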
